# RNY1 Is Heterogeneously Partitioned in Inflamed Airway Fluid and Modulates Pro‐Inflammatory Macrophage Transcriptional Programming

**DOI:** 10.1002/jex2.70162

**Published:** 2026-07-03

**Authors:** Cherie E. Saffold, Antiana C. Richardson, Heather H. Pua

**Keywords:** bronchoalveolar lavage fluid, extracellular RNA, extracellular vesicle, lung inflammation, macrophage, RNY1, YRNA

## Abstract

YRNAs are small noncoding RNAs that are abundant in the extracellular space. Prior research has shown that YRNAs are present in most biofluids and that their levels fluctuate during disease. Yet our understanding of YRNA dynamics in the context of biofluid extracellular particles during disease processes is limited. In this study, we found that RNY1, one of two murine YRNAs, increases in airway fluid during allergen‐induced lung inflammation and correlates with neutrophil infiltration. Using RNase sensitivity assays and size exclusion chromatography, we determined that airway fluid RNY1 is protected by both EVs and protein‐containing structures in distinct extracellular compartments. In contrast, the other murine YRNA, RNY3, is only enriched in BALF EVs, suggesting that RNY1 is uniquely partitioned in heterogeneous extracellular particles. Both EV‐enriched and protein‐enriched RNY1‐containing extracellular compartments were able to program robust pro‐inflammatory transcriptional responses in target macrophages. RNY1 contributed to this programming, as macrophages treated with a protein‐enriched compartment isolated from *RNY1^−/−^* mice demonstrated lower induction of interferon‐associated genes. Together, this study demonstrates that YRNAs are heterogeneously packaged in complex biofluids and contribute to intercellular signalling axes during inflammation.

**Abbreviations**
BALF: bronchoalveolar lavage fluid
BMDM: bone marrow‐derived macrophage
EP: extracellular particle
EV: extracellular vesicle
EV_Fx_
: EV‐enriched fraction
exRNA: extracellular RNA
HDM: house dust mite
miRNA: microRNA
NVEP: non‐vesicular extracellular particle
OVA: ovalbumin
PK: proteinase K
Protein_Fx_
: protein‐enriched fraction
SEC: size exclusion chromatography
Tx: Triton X‐100

## 1 Introduction

Extracellular RNAs (exRNAs) are present in all biofluids and have garnered widespread interest due to their potential as diagnostic biomarkers (Godoy et al. 2018, Mori et al. 2019, Zhao et al. 2024, Quinn et al. 2015). Growing evidence also points to critical roles for exRNAs in cell‐to‐cell communication(Baglio et al. 2016, Nabet et al. 2017, Tsatsaronis et al. 2018, Cheng & Shorey 2019). However, the packaging, transport and function of individual exRNAs in vivo remains poorly understood. While many classes of RNAs are secreted into the extracellular space, exRNAs are enriched for small noncoding RNAs that are <200 nucleotides in length and play critical regulatory roles in the cell. The best studied RNAs in this class are microRNAs (miRNAs), which are selectively secreted and capable of regulating gene expression post‐transcriptionally in recipient cells (Nation et al. 2021, Momen‐Heravi et al. 2015, Bouchareychas et al. 2020, Bouchareychas et al. 2020). Yet, miRNAs comprise only a small fraction of all exRNAs (Wei et al. 2017, Murillo et al. 2019, Godoy et al. 2018). The secretion and function of other exRNA species remains a critical gap in our understanding of intercellular communication via RNA.

Among the most commonly detected exRNAs are YRNAs, which are secreted by various cells, including cancer cells, immune cells, and stem cells (Wei et al. 2017, Nolte'T Hoen et al. 2012, van Balkom et al. 2015). YRNAs are highly conserved, with YRNAs or YRNA‐orthologs identified in a wide variety of species from vertebrates to bacteria and archaea (Kowalski & Krude 2015, Perreault et al. 2007). The two murine YRNAs (RNY1 and RNY3) are broadly expressed RNA Polymerase III transcripts that exist as ∼110 nucleotide stem‐loop structures. In addition, YRNAs can be cleaved into smaller fragments, though the regulation and function of these cleavage events are not well understood (Dhahbi et al. 2013, Nechooshtan et al. 2020). Some studies have shown that YRNAs bind to protein complexes that control the degradation of intracellular RNAs (Chen et al. 2013). However, these experiments were performed in UV‐stressed bacterial cells, and our understanding of YRNA function in mammalian systems remains limited.

Like other exRNAs, YRNAs are commonly identified in biofluids, including plasma, urine and saliva (Qin et al. 2016, Yeri et al. 2017, Godoy et al. 2018). Within the extracellular space, extracellular YRNA (exYRNA) levels are dysregulated in the blood of patients with heart disease, cancer and endotoxemia (Repetto et al. 2015, Guglas et al. ^2020^). Furthermore, cells exposed to immune‐activating stimuli such as LPS can significantly alter their secretion of YRNAs (Hizir et al. 2017, Driedonks et al. 2018). But exYRNAs appear to be more than just passive biomarkers of disease, as they have been shown to have immunoregulatory properties. In vitro, YRNA‐containing extracellular vesicles (EVs) and immune complexes can induce cytokine secretion, NF‐ΚB pathway modulation and cell death in recipient cells (Hizir et al. 2017, Cambier et al. 2017, Clancy et al. 2010, Li et al. 2022, Chakrabortty et al. 2015). These findings support that YRNAs can instruct intercellular communication during inflammation, but how YRNA distribution within complex biofluids contributes to tissue pathology during disease is incompletely understood.

In this study, we used murine models of airway inflammation to investigate the role of RNY1 in asthma‐like immune responses. We tested (1) how YRNA levels change locally in the lung during tissue inflammation, (2) how exYRNAs are packaged in airway fluid and (3) how YRNAs contribute to the inflammatory signalling in the extracellular space. By defining the packaging and immunological roles of extracellular YRNAs, this study reveals both heterogeneous packaging of YRNA species and YRNA‐dependent intercellular communication by biofluid extracellular particles (EPs).

## 2 Methods

### 2.1 Animals

All animal studies were performed after obtaining approval from the Vanderbilt Institutional Animal Care and Use Committee. RNY1 knockout mice were obtained from GemPharmatech (strain T049875). All other mice were wild‐type C57BL/6J (JAX 000664). Mice were used between 7 and 16 weeks and were housed in a specific pathogen‐free facility. All airway challenges and intraperitoneal injections were performed under isoflurane anaesthesia.

### 2.2 Ovalbumin (OVA) Airway Inflammation Model

A stock solution of 10 mg/mL OVA protein from chicken egg white (Millipore Sigma A5503) was prepared by resuspending 50 mg OVA in 5 mL pharmaceutical‐grade PBS (VWR K812). For sensitization via intraperitoneal injection, 50 µg of OVA per mouse was used. 5 µL of 10 mg/mL OVA was combined with 95 µL pharmaceutical‐grade PBS and 100 µL Imject Alum (ThermoFisher 77161) for 200 µL total volume per mouse. This solution was incubated for 0.5–1 h at room temperature with rocking. Mice were intraperitoneally injected with 200 µL OVA+alum solution on Day ‐9. For the airway challenge, 50 µg of OVA per mouse was used. 5 µL of 10 mg/mL OVA was combined with 15 µL pharmaceutical‐grade PBS for 20 µL total per mouse. Mice were challenged by oropharyngeal aspiration of 20 µL OVA for allergic airway mice or 20 µL PBS vehicle control on Days ‐2, ‐1 and 0. Mice were euthanized 1, 4, 9 or 13 days after the last challenge.

### 2.3 House Dust Mite (HDM) Airway Inflammation Model

A 100 mg/mL stock solution of HDM extract (Greer XPB70D3A25) was prepared by resuspending 159.7 mg extract in 1.597 mL pharmaceutical grade PBS (VWR K812). A 10 mg/mL working stock of HDM extract was prepared by resuspending 40 µL stock solution in 360 µL pharmaceutical‐grade PBS. For oropharyngeal aspiration, 40 µg HDM extract per mouse was used. 4 µL of 10 mg/mL HDM extract was diluted in 36 µL pharmaceutical grade PBS, for 40 µL total volume per mouse. Mice were challenged by oropharyngeal aspiration of 40 µL HDM extract for allergic airway mice or 20 µL PBS vehicle control. Mice were challenged on Days ‐16, ‐14, ‐12, ‐9, ‐7, ‐5, ‐2, ‐1 and 0. Mice were euthanized 1 day after the last challenge.

### 2.4 Airway Cell and exRNA Collection

Euthanized mice were cut in the upper abdomen to expose the diaphragm. An 18‐gauge needle was used to pierce the diaphragm as a secondary method of euthanasia. Mice were then cut peripherally towards the head to expose the trachea. A small incision was made in the trachea to insert a catheter. For RNA collection, the lung was slowly washed with 1 mL of ice‐cold PBS to collect bronchoalveolar lavage fluid (BALF). For BALF cell flow cytometry, the lung was slowly washed with 1 mL of ice‐cold FACS buffer (PBS + 2% FBS + 0.02% sodium azide) to collect BALF. Washing was repeated 2–4 times. BALF washes were then spun at 500 × *g* for 5 min to pellet BALF cells. The BALF cell pellet was used for downstream processing. The supernatant was decanted and spun at 2000 × *g* for 30 min to remove cell debris. The supernatant was decanted again and used for downstream processing.

### 2.5 Lung Tissue RNA Collection

After BALF collection, the lungs were excised from the mouse and placed in FBS‐containing media. Lungs were then washed with PBS. A ∼50 mg piece of lung was cut off, minced and placed in a tube containing 1 mL of Trizol (Invitrogen 15596026). 500 µL of 1 mm soda lime glass beads (Biospec products) were added to each tube. Tubes were beaten in a Mini Beadbeater (Biospec products) for 1 min to homogenize lung tissue. The resulting Trizol/lung tissue mixture was placed in a fresh tube for RNA extraction.

### 2.6 RNA Extraction

All solid samples (cells/tissues) were placed in Trizol Reagent (Invitrogen 15596026). All aqueous samples (Raw BALF, EV_Fx_, Protein_Fx_ SEC fractions) were placed in Trizol LS Reagent (Invitrogen 10296010). RNA was isolated via phenol‐chloroform extraction and isopropanol‐based precipitation. Glycoblue Coprecipitant (Invitrogen AM9516) was added to each sample to improve RNA pellet visibility.

### 2.7 Reverse Transcription

For noncoding RNAs, RNA was reverse transcribed using the Mir‐X miRNA First Strand Synthesis Kit (Takara 638315) according to the manufacturer's instructions. For mRNAs, RNA was reverse transcribed using Superscript IV First Strand Synthesis System (Invitrogen 18091050) according to the manufacturer's instructions.

### 2.8 qPCR

qPCR reactions consisted of cDNA, forward/reverse primers (see Table S1), and FastStart Universal SYBR Green Master ROX (Roche 04913914001). qPCR reactions were run under the following cycling conditions: 95°C for 10 min followed by 40 cycles of 95°C for 15 s and 61°C for 30 s.

For intracellular mRNA, Ct values were normalized to the average Ct of three housekeeping genes (Arpc2, Cltc, Rab14). Housekeeping genes were selected from the bulk RNA sequencing data under the following conditions: PBS versus RNY1^+/+^ Protein_Fx_ |Log2FC| < 0.2, RNY1^+/+^ Protein_Fx_ versus RNY1^−/−^ Protein_Fx_ |Log2FC| <0.2, CPM >100.

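These limits were applied to the counts that the authors deposited for the 12 libraries of macrophages treated with PBS, RNY1+/+ Protein_Fx_ or RNY1-/- Protein_Fx_ (n = 4 per group). Fold changes came from edgeR with TMM scaling, RNY1+/+ Protein_Fx_ against PBS and RNY1-/- Protein_Fx_ against RNY1+/+ Protein_Fx_, and CPM was taken over each library's total counts. Rab14 (ENSMUSG00000026878) averaged 434 ± 28.7 CPM (SD, n = 12), with log2 fold changes of 0.15 (standard error 0.10) and -0.03 (standard error 0.10). Arpc2 (ENSMUSG00000006304) averaged 971 ± 97.6 CPM, with log2 fold changes of -0.04 and -0.03. Cltc (ENSMUSG00000047126) averaged 605 ± 43.8 CPM, with log2 fold changes of 0.15 and 0.03. All 3 genes were thus within the limits, as were 278 of the 1762 genes with a mean CPM above 100 among the 10358 genes tested in both comparisons. When each of the 12 libraries was left out in turn, 2 or 3 of the 3 genes remained within the limits, and Cltc reached 0.21 against PBS without RNY1+/+ Protein_Fx_ replicate 2. With total counts in place of TMM scaling, Arpc2 moved to -0.21 against PBS.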

### 2.9 Flow Cytometry

BALF cells were incubated in ACK lysis buffer to remove red blood cells and counted using a haemocytometer. Cells were then incubated with Fc block (Invitrogen 14‐0161‐85) at a 1:1000 dilution and Fixable Viability Dye eFluor 780 (Invitrogen 65‐0865‐14) at a 1:500 dilution. After washing once with FACS buffer, BALF cells were incubated with the following antibodies at a 1:8 dilution: PE‐CD11b (Tonbo 50‐0112‐U100), PerCP Cy5.5‐Siglec F (BD Biosciences 565526), PE Cy7‐F4/80 (Tonbo 60‐4801‐U100), FITC‐Ly6G (Biolegend 127606), VioletFluor450‐CD45 (Tonbo 75‐0451‐U100) and APC‐CD11c (Invitrogen 17‐0114‐82). Lymph node cells were used for unstained and single‐stained compensation controls. Flow cytometry was performed using the FACSCanto II flow cytometer (BD Biosciences). Data was analysed using FlowJo software. Immune cell subset abundance was calculated by determining the proportion of gated immune cell populations relative to total live cells acquired by flow cytometry. This proportion was multiplied by the total BALF cell count to calculate cells per airway.

### 2.10 RNase Sensitivity Assays

Unconcentrated BALF (250 µL/sample), EV_Fx_ (5 × 10^9^–1 × 10^10^ particles/sample) and Protein_Fx_ (200 µg/sample) were incubated with 40 µg/mL RNase A (Thermo Scientific EN0531) for 15 min at 37°C. Proteinase K treated samples were incubated with 500 µg/mL Proteinase K (Fisher Scientific BP‐1700‐100) for 1 h at 37°C prior to RNase treatment. Triton X‐100 treated samples were vortexed for 30 s in 0.1% Triton X‐100 (Sigma T8787) solution prior to RNase treatment. Samples subjected to all three treatments were incubated with Triton X‐100, then Proteinase K, then RNase. Samples treated with Proteinase K received two rounds of RNase treatment to ensure adequate RNase degradation occurred in the presence of Proteinase K.

### 2.11 Size Exclusion Chromatography (SEC)

BALF was concentrated using an Amicon ultracentrifugal filter with a 100 kDa pore size (Millipore UFC 910024). The retentate was brought to a final volume of 500 µL with PBS and fractionated using a 35 nm qEV Original v2 size exclusion column (Izon) according to the manufacturer's instructions. Columns were equilibrated and buffered with 0.2 µm‐filtered PBS. After a 2.5 mL void volume, fractions were collected in 400 µL increments.

### 2.12 EV_Fx_ and Protein_Fx_ Preparation

BALF was collected, processed and SEC‐fractionated as described above. SEC fractions were pooled for EV‐enrichment (fractions 1–4) and Protein‐enrichment (fractions 9–20). Pooled fractions were concentrated using an Amicon ultracentrifugal filter with a 10 kDa pore size (Millipore UFC 901024) and used for downstream analyses.

### 2.13 Nanoparticle Tracking Analysis

The concentration and size of EVs were analysed by nanoparticle tracking analysis (NTA) using a ZetaView (ParticleMetrix) with the following parameters: Laser wavelength = 488 nm, filter wavelength = scatter, sensitivity = 70, Shutter = 100. EVs were diluted 1000–10,000 times in PBS, and measurements were performed using 1 cycle and 11 camera positions. Data were analysed using ParticleMetrix's NTA software.

### 2.14 Western Blot

Western blots were performed with the Jess automated Western blot system (BioTechne) according to the manufacturer's instructions for Western blot + total protein quantification replex assay. 600 ng of protein lysate was used per sample. Samples were stained with the following antibodies at a 1:20 dilution: anti‐TSG101 (Abcam ab30871), anti‐CD9 (Abcam ab307085) and anti‐Calnexin (Abcam ab22595). Data were analysed using Compass for SW Western blot analysis software (BioTechne).

### 2.15 Bone Marrow‐derived Macrophage Culture

All mice used for bone marrow‐derived macrophage (BMDM) culture were derived from female mice. Bone marrow cells were isolated from C57BL/6J murine femurs and tibias. Bone marrow cells were cultured for 5 days in RPMI media containing 10% FBS and 20% L929 fibroblast‐conditioned media. On Day 6, BMDMs were seeded in 96‐well plates at 200,000 cells/well and switched to RPMI media containing 10% FBS. BMDMs were used for experiments on Day 7 of culture.

### 2.16 Macrophage Treatments With Airway EV_Fx_ and Protein_Fx_

BALF EV_Fx_ and Protein_Fx_ were collected and stored at 4°C for 5 days. Before treatment, BMDMs were washed 3× with PBS and resuspended in Opti‐MEM media without FBS. EV_Fx_ from RNY1^+/+^ and RNY1^−/−^ BALF were added to BMDM cultures at equal particle concentrations (3.5 × 10^7^ particles/µL). Protein_Fx_ from RNY1^+/+^ and RNY1^−/−^ BALF were added to BMDM cultures at equal protein concentrations (0.75 µg/µL).

### 2.17 RNA Sequencing Sample Preparation

BMDMs were lysed in 70 µL DNA/RNA shield. Lysates were vortexed briefly to reduce sample viscosity. RNA extraction and sequencing was performed by Plasmidsaurus according to their protocol for Illumina RNA sequencing. Briefly, polyadenylated mRNA transcripts were enriched and reverse transcribed into cDNA using oligo(dT) primers containing sample barcodes, unique molecular identifiers (UMIs) and Illumina Read 1 adapter sequences. Double‐stranded cDNA was subsequently generated by second‐strand synthesis. cDNA libraries were fragmented and tagged by tagmentation, which simultaneously incorporated Illumina Read 2 adapter sequences. Final sequencing libraries were amplified by PCR to incorporate unique dual indices (i5 and i7) and Illumina P5/P7 flow cell adapter sequences.

### 2.18 RNA Sequencing Bioinformatic Analysis

Data processing and analysis was performed by Plasmidsaurus. Quality of the fastq files was assessed using FastQC v0.12.1. Reads were then quality filtered using fastp v0.24.0 with poly‐X tail trimming, 3' quality‐based tail trimming, a minimum Phred quality score of 15, and a minimum length requirement of 50 bp. Quality‐filtered reads were aligned to the reference genome using STAR aligner v2.7.11 with non‐canonical splice junction removal and output of unmapped reads, followed by coordinate sorting using samtools v1.22.1. PCR and optical duplicates were removed using UMI‐based deduplication with UMIcollapse v1.1.0. Alignment quality metrics, strand specificity and read distribution across genomic features were assessed using RSeQC v5.0.4 and Qualimap v2.3, with results aggregated into a comprehensive quality control report using MultiQC v1.32. Gene‐level expression quantification was performed using featureCounts (subread package v2.1.1) with strand‐specific counting, multi‐mapping read fractional assignment, exons and 3′ UTR as the feature identifiers, and grouped by gene_id. Final gene counts were annotated with gene biotype and other metadata extracted from the reference GTF file. Sample‐sample correlations for the sample‐sample heatmap and PCA were calculated on normalized counts (TMM, trimmed mean of M‐values) using Pearson correlation. Differential expression was done with edgeR v4.0.16 using standard practice, including filtering for low‐expressed genes with edgeR::filterByExpr with default values. Functional enrichment, when available, was performed using gene set enrichment analysis with gseapy v0.12 using the MSigDB Hallmark gene set. All data availble on the Gene Expression Omnibus (GSE333855).

## 3 Results

### 3.1 Extracellular RNY1 Levels Increase During Airway Inflammation

Circulating exYRNA levels increase in autoimmune disorders, cancer and cardiovascular disease (Zhao et al. 2024, Mori et al. 2019, Quinn et al. 2015, Godoy et al. 2018, Baglio et al. 2016). Yet, it is not well understood how extracellular YRNA dynamics change at local tissue sites during inflammation. The lung offers an excellent system to investigate tissue immune responses with an accessible biofluid, which we and others have shown contains exRNAs that fluctuate in response to inflammation (Pua et al. 2019, Levänen et al. 2013, Song et al. 2022). To investigate how exYRNAs levels change during airway inflammation, we used a model of asthma where mice are first sensitized to the ovalbumin (OVA) antigen, then challenged in the airway to induce a local allergic response (Figure S1A). To quantify levels of YRNAs, we performed qPCR for the two mouse YRNAs (RNY1 and RNY3) in total bronchoalveolar lavage fluid (BALF) cleared of cells and debris by serial centrifugation (500*g* × 5 min, 2000*g* × 30 min). Primers were designed to capture both full‐length and fragmented isoforms, as YRNAs exist in both forms in the extracellular space (Figure 1A) (Driedonks et al. 2020, Driedonks et al. 2018, Clancy et al. 2010, Driedonks and Nolte‐T'Hoen 2019, Reed et al. 2013). We observed an ∼8‐fold increase in RNY1 levels in OVA‐challenged mice when compared to mice challenged with PBS vehicle control. RNY3 and several other noncoding RNAs were not significantly increased in the extracellular space (Figure 1B). This preferential increase in BALF exRNY1 levels also occurred in house dust mite (HDM)‐challenged mice, a second model of sterile allergen‐induced lung inflammation (Figure 1C, Figure S1B). To determine if increased RNY1 levels could result from increased cellular RNY1 levels, we quantified this YRNA in BALF cells and lung tissue. Interestingly, there was a significant decrease in total RNY1 expression in BALF cells and a trend towards decreased RNY1 levels in lung tissue with airway inflammation (Figure 1D,E). These results show that RNY1 levels in the extracellular space selectively increase during airway inflammation with a concomitant decrease in intracellular YRNA expression.

**FIGURE 1:**
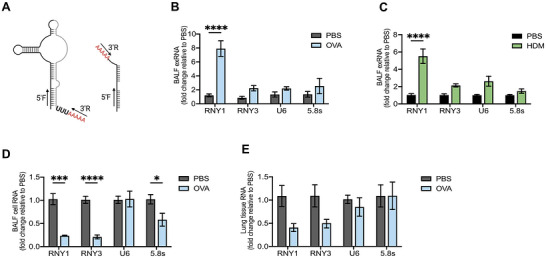
Extracellular YRNA levels increase during airway inflammation. (A) YRNA qPCR schema. After BALF RNA extraction, RNAs were polyadenylated and reverse transcribed. Each primer set has a primer that detects the 5' end of the YRNA (5'F) and a universal reverse primer (3'R) that binds to the added polyadenylated tail. The primer sets detect both full‐length and 5′ fragments of YRNAs. (B, C) RNA qPCR of murine BALF exRNA 1 day after the last airway challenge in the OVA (B) and HDM (C) models of airway inflammation. Data is expressed as the fold change (2^−ΔCt^, normalized to PBS‐challenged control average Ct). Two‐way ANOVA with Bonferroni. *N* = 4–10 from 2+ independent experiments. (D and E) RNA qPCR of murine BALF cells (D) and lung tissue (E) 1 day after inducing the OVA model of airway inflammation. Data are expressed as the fold change (2^−ΔΔCt^, normalized to beta actin Ct and PBS‐challenged control average Ct). Two‐way ANOVA with Bonferroni. *N* = 5 from two independent experiments. For all panels: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Bars represent the mean ± standard error of the mean. BALF, bronchoalveolar lavage fluid.

### 3.2 Extracellular RNY1 Kinetics Correlate With Immune Cell Infiltration During Airway Inflammation

Since we observed an increase in exRNY1 levels during airway inflammation, we wanted to determine how exRNY1 fluctuates with transient and resident immune cell populations in the lung over time. Therefore, we measured exRNY1 and immune cell levels 1, 4, 9 and 13 days after the induction of airway inflammation (Figure 2A). RNY1 levels peaked 1 day after the last airway allergen challenge, then decreased over time (Figure 2B). To test whether the levels of RNY1 correlated with specific immune cell populations over the course of inflammation, we measured eosinophil, neutrophil and macrophage cell dynamics in BALF using flow cytometry (Figure S2). We observed a strongly significant correlation of extracellular RNY1 levels with neutrophils (*R* ^2 ^= 0.85), which peaked and then rapidly declined after the last airway challenge (Figure 2C,D). We did not see a significant correlation of RNY1 levels with eosinophils, which peaked 4 days after the last airway challenge (Figure 2E,F). There was no correlation between extracellular RNY1 levels and macrophages, which are a resident immune cell population whose numbers contracted slightly in this inflammatory model (Figure 2G,H). Together, these data show that during inflammation, increases in exRNY1 levels positively correlate with rapidly responding neutrophil infiltration within the local tissue microenvironment.

**FIGURE 2:**
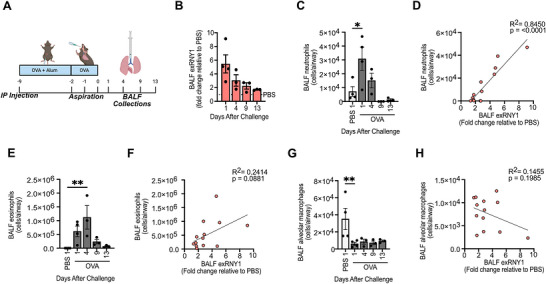
exRNY1 levels correlate with neutrophilic inflammation in the lung. (A) BALF collection timepoints after OVA airway challenge. BALF was collected 1, 4, 9 and 13 days after the last challenge. (B) YRNA levels in murine BALF collected 1, 4, 9 and 13 days after OVA‐induced airway inflammation. Data are expressed as the fold change (2^−ΔCt^, normalized to PBS‐challenged control average Ct). *N* = 3–4 from one independent experiment. (C, E, G) BALF neutrophil (C), eosinophil (E) and alveolar macrophage (G) counts from murine BALF collected 1, 4, 9 and 13 days after OVA‐induced airway inflammation were determined via flow cytometry. One‐way ANOVA with Bonferroni. *N* = 3–4 from one independent experiment. (D, F, H) Linear regression analyses of BALF YRNA fold changes versus eosinophil (D), neutrophil (F) and alveolar macrophage (H) numbers over time. For all panels: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Bars represent the mean ± standard error of the mean. *N* = 3–4 mice from each timepoint. BALF, bronchoalveolar lavage fluid; OVA, ovalbumin.

### 3.3 Extracellular YRNAs Are Protected From Degradation by Lipids and Proteins in Airway Fluid

Understanding how RNAs are packaged in the extracellular space is necessary to determine their sources, secretion pathways, stability and functions in cellular communication. To test whether exYRNAs are stably packaged in the inflamed airway, we performed an RNAse sensitivity assay (Figure 3A). Pre‐extracted RNA from BALF was RNAse‐sensitive, suggesting that that naked YRNA sequences are not protected by post‐transcriptional modifications or secondary structure (Figure S3A). In contrast, ∼75% of exRNY1 and ∼95% of exRNY3 were RNAse‐resistant in native BALF during airway inflammation (Figure 3B). There was no statistically significant difference in YRNA RNAse sensitivity between PBS‐ and OVA‐challenged mice (Figure S3B). Together, these results demonstrate that exYRNAs are protected from degradation by extracellular structures.

**FIGURE 3:**
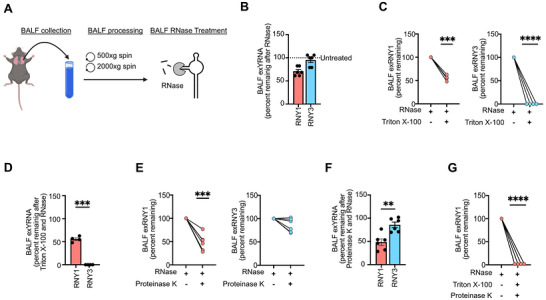
RNY1 is protected from degradation by lipid and protein‐containing structures during airway inflammation. (A) RNase sensitivity experimental workflow. (B) YRNA qPCR of RNase‐treated BALF. Data are expressed as the percentage of remaining YRNA compared to an untreated control. Welch's *t*‐test. *N* = 3–6 mice from 2 to 3 independent experiments. One RNY3 value was removed based on the Grubb's outlier test. (C) qPCR of RNY1 (left) and RNY3 (right) from Triton X‐100 + RNase‐treated BALF. Data are expressed as the percentage of remaining YRNA compared to an RNase‐only treated control. One sample student's *t*‐test. *N* = 4 mice from two independent experiments. (D) Direct comparison of RNY1 and RNY3 percent remaining after Triton X‐100 + RNase treatment (from B). Welch's *t*‐test. (E) qPCR of RNY1 (left) and RNY3 (right) Proteinase K + RNase‐treated BALF. Data are expressed as the percentage of remaining YRNA compared to an RNase‐only treated control. One sample student's *t*‐test. *N* = 6 mice from two independent experiments. (F) Direct comparison of RNY1 and RNY3 percent remaining after Proteinase K + RNase treatment (from E). Welch's *t*‐test. (G) RNY1 qPCR of Triton X‐100 + Proteinase K + RNase‐treated BALF. Data are expressed as the percentage of remaining RNY1 compared to an RNase‐only treated control. One sample student's *t*‐test. *N* = 5 mice from two independent experiments. For all panels: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Bars represent the mean ± standard error of the mean. BALF, bronchoalveolar lavage fluid; OVA, ovalbumin.

Extracellular RNAs are often protected inside lipid‐bilayer‐enclosed structures such as EVs in biofluids. To test if YRNAs are packaged inside lipid‐protected structures, we treated BALF with the non‐denaturing detergent Triton X‐100 and evaluated YRNA levels after RNase treatment. In the inflamed airway, both RNY1 and RNY3 were significantly degraded after detergent treatment, consistent with their being present in lipid‐containing structures (Figure 3C). Importantly, detergent did not disrupt the ability of RNAse to degrade pre‐extracted BALF YRNAs, demonstrating that the observed protection was not the result of enzyme activity interference (Figure S3C). Interestingly, we observed that significantly more RNY1 remained RNAse‐resistant after Triton X‐100 treatment than RNY3 (Figure 3D). Therefore, we evaluated whether a subset of RNY1 in the extracellular space may instead be protected from degradation by proteins. When BALF was treated with Proteinase K + RNase, RNY1 but not RNY3 partially degraded (Figure 3E,F). Proteinase K did not disrupt the ability of RNAse to degrade YRNAs from extracted BALF RNA (Figure S3D). Co‐treatment of BALF with detergent, Proteinase K and RNAse resulted in the complete degradation of RNY1, suggesting heterogeneous compartmentalization of RNY1 in the BALF (Figure 3G). Finally, we observed no statistically significant differences in YRNA RNAse sensitivity patterns in BALF treated with Triton X‐100 and Proteinase K from PBS‐ or OVA‐ challenged mice (Figure S3E,F), demonstrating that YRNAs maintain similar protection patterns with and without airway inflammation.

### 3.4 RNY1 Is Present in EV‐Enriched and Protein‐Enriched Fractions During Airway Inflammation

To further characterize how YRNAs are protected in airway fluid during inflammation, we fractionated BALF using size exclusion chromatography (SEC) (Figure 4A). As anticipated, particles with a size of ∼110 nm were enriched in fractions 1–4 (EV_Fx_), while total protein was enriched in fractions 9–20 (Protein_Fx_) (Figures 4B, S4A). In addition, the EV_Fx_ contained the luminal EV marker Tsg101 and the transmembrane EV marker CD9 while the Protein_Fx_ did not (Figure 4C). Neither fraction contained Calnexin, a proxy marker for cellular contaminants (Figure 4C). Together, these data demonstrate that BALF can be partitioned into EV‐ and protein‐rich fractions by SEC.

**FIGURE 4:**
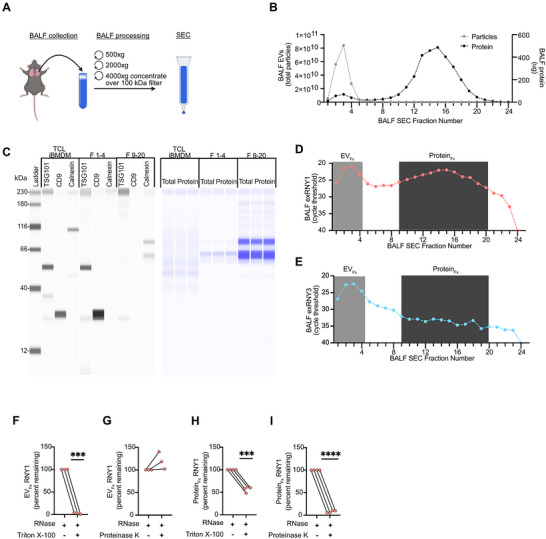
RNY1 is stably packaged in EV‐ and protein‐enriched fractions during airway inflammation. (A) BALF SEC experimental workflow. (B) Particle and protein quantification in BALF SEC fractions. *N* = 1 from one independent experiment. (C) Western blot of pooled BALF SEC fractions 1–4 and 9–20. Western blot was performed using a capillary‐based electrophoresis system with virtual, blot‐like representations of chemiluminescent signals for each antibody, or a biotin label for total protein. Immortalized BMDMs were used as a technical control for calnexin detection. *N* = 1 from one independent experiment. (D, E) RNY1 (D) and RNY3 (E) qPCR cycle threshold values in BALF SEC fractions. (F, G) RNY1 qPCR of EV_Fx_ treated with Triton X‐100 + RNase (F) or Proteinase K + RNase (G). Data are expressed as the percentage of remaining YRNA compared to an RNase‐only treated control. One sample student's *t*‐test. *N* = 5 from two independent experiments. (H, I) RNY1 qPCR of Protein_Fx_ treated with Triton X‐100 + RNase (H) or Proteinase K + RNase (I). Data are expressed as the percentage of remaining RNY1 compared to an RNase‐only treated control. One sample student's *t*‐test. *N* = 5 from two independent experiments. For all panels: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Bars represent the mean ± standard error of the mean. Open circles indicate no detection. BALF, bronchoalveolar lavage fluid; BMDM, bone marrow‐derived macrophages; EV_Fx_, EV‐enriched fraction; Protein_Fx_, protein‐enriched fraction.

Next, we investigated the distribution of YRNAs in the EV_Fx_ and the Protein_Fx_. By performing YRNA qPCR across SEC fractions, we observed two peaks of RNY1 detection, one centered in the EV_Fx_ and one centred in the Protein_Fx_ (Figure 4D). In contrast, RNY3 levels only peaked in the EV_Fx_ (Figure 4E). To test how YRNAs are protected in each of these fractions, we performed RNAse sensitivity assays. Within the EV_Fx_, RNY1 and RNY3 were only susceptible to RNAse degradation after Triton X‐100 treatment (Figures 4F,G, S4B,C). Within the Protein_Fx_, RNY1 was susceptible to RNAse degradation after proteinase treatment and partially susceptible after Triton X‐100 treatment (Figure 4H,I). This observation suggests that RNY1 in the Protein_Fx_ may be present in heterogeneous structures, including non‐vesicular extracellular particles (NVEPs), which contain both protein and lipids (i.e. lipoprotein particles, supermeres or exomeres) in the airway fluid (Welsh et al. 2024, Xu et al. 2025). In total, this data shows that BALF RNY1 is stably associated with heterogeneous EPs across distinct extracellular compartments.

### 3.5 RNY1 Modulates Macrophage Transcriptional Programming by Airway Fluid During Inflammation

Given exRNY1's heterogeneous distribution in BALF, we next wanted to explore how distinct RNY1‐containing BALF compartments guide immune responses by utilizing a CRISPR‐mediated RNY1 knockout mice (Figure 5A). Mice with both alleles of the RNY1 locus knocked out (*RNY1^−/−^*) were born at normal Mendelian frequencies and had no grossly observed phenotypic defects (data not shown). These mice lacked expression of RNY1 in BALF and lung tissue, while RNY3 and other noncoding RNA levels remained constant (Figure 5B). During OVA‐induced airway inflammation, *RNY1^−/−^* mice had normal recruitment of eosinophils, neutrophils, CD4^+^ T cells and B cells to the lung, indicating that the ability to mount an inflammatory response to allergen challenge remained intact despite systemic loss of RNY1 expression (Figure S5A‐D). We also observed no differences in particle and protein fractionation during SEC (Figure S5E). Like *RNY1^+/+^* mice, *RNY1^−/−^* BALF EV_Fx_ contained the EV markers TSG101 and CD9, and these markers were absent in the Protein_Fx_ (Figure S5F). BALF EV_Fx_ particle number, particle size and protein amount remained constant between *RNY1^−/−^* and *RNY1^+/+^* mice (Figure S5G‐J). Additionally, there was no significant change in the total protein content of the Protein_Fx_ (Figure S5J).

**FIGURE 5:**
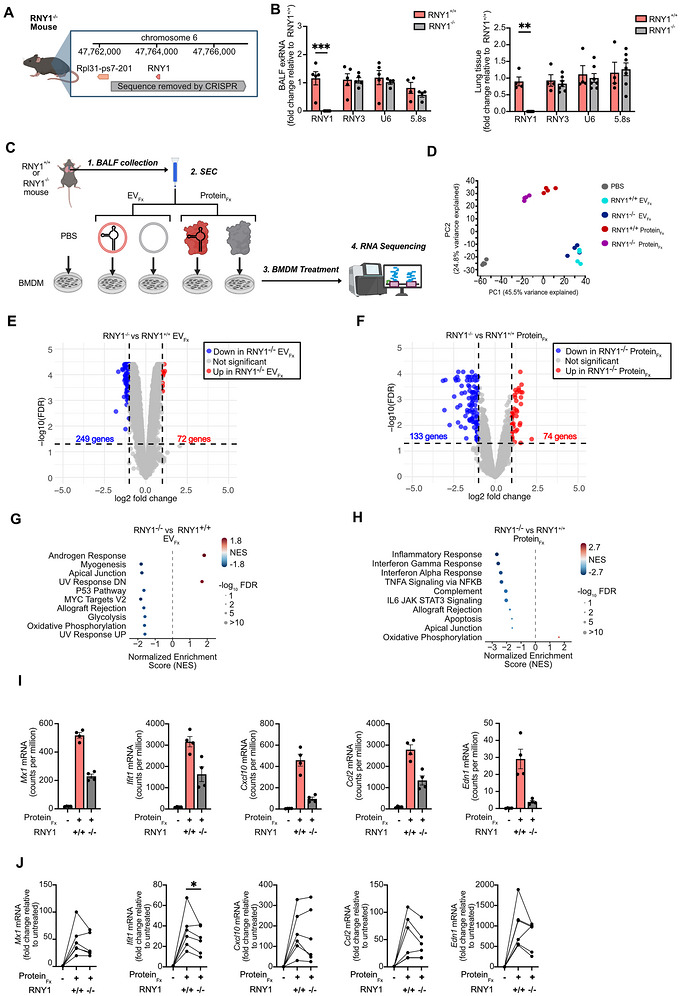
RNY1 fine‐tunes macrophage transcriptional programming by BALF Protein_Fx_. (A) Chromosomal region of CRISPR deletion in *RNY1^−/−^* mice. (B) RNA qPCR of BALF (left) and lung tissue (right) RNAs derived from *RNY1^+/+^* and *RNY1^−/−^* mice. Data are expressed as the mean fold change compared to the average *RNY1^+/+^* control value. *N* = 5 from two independent experiments. Welch's *t*‐test. (C) RNA sequencing experiment workflow. (D) Principal component analysis of BMDM transcriptional composition by treatment group. Colors represent treatment groups (*n* = 4/group). (E, F) Volcano plots of DEGs in RNY1^−/−^ EV_Fx_‐ treated BMDMs (E) and Protein_Fx_‐treated BMDMs (F) compared to RNY1^+/+^. Genes with CPM <3 were removed from analysis. Significance cutoffs are FDR > 0.05 and log_2_ fold change > 1. (G) Top 10 pathways identified in gene set enrichment analysis (GSEA) using the Hallmark gene set. Dots represent the ‐log_10_ FDR and NES of pathways in RNY1^−/−^ Protein_Fx_‐treated BMDMs compared to RNY1^+/+^ Protein_Fx_‐treated BMDMs. (H) Top 10 pathways identified in gene set enrichment analysis using the Hallmark gene set. Dots represent the ‐log_10_ FDR and NES of pathways in RNY1^−/−^ EV_Fx_‐treated BMDMs compared to RNY1^+/+^ EV_Fx_‐treated BMDMs. (I) Candidate interferon‐associated DEG read counts in Protein_Fx_‐treated BMDMs. (I) Candidate interferon‐associated DEG qPCR. Cycle threshold values were normalized to housekeeping gene control averages (Figure S6H,I). Data are expressed as the fold change (2^−ΔΔCt^) relative to the PBS‐treated BMDM control. *N* = 6 from two independent experiments. Ratio paired *t*‐test performed on −ΔCt values. For all panels: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Bars represent the mean ± standard error of the mean. BALF, bronchoalveolar lavage fluid; BMDM, bone marrow‐derived macrophage; EV_Fx_, EV‐enriched fraction; Protein_Fx_, protein‐enriched fraction.

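The mouse gene Rny1 (ENSMUSG00000065701) is annotated on chromosome 6 of GRCm38, on the minus strand, from 47788069 to 47788180. Its annotated length is 112 bp and its type is misc_RNA, a class for small noncoding RNAs. Rny3 (ENSMUSG00000064945), the other mouse Y RNA gene, lies on the plus strand of the same chromosome from 47781624 to 47781725 and is 102 bp long. The processed pseudogene Rpl31-ps7 (ENSMUSG00000097255) lies between them, from 47785996 to 47786374 on the minus strand. GRCm38 is the build of the annotation consulted here, and the paper's text does not name the build of its positions. The RNA sequencing of macrophages introduced in the Results lists Rny1 under 2 entries with identical counts in every library. Over the 20 libraries, 12 reads were assigned to it, of which 9 were in the 4 libraries of macrophages treated with RNY1+/+ EV_Fx_, at 2 to 3 reads per library. None were in the 4 PBS libraries, and the RNY1-/- EV_Fx_, RNY1+/+ Protein_Fx_ and RNY1-/- Protein_Fx_ libraries held 1 read per group of 4. These reads were at or under 3 per library, the largest number taken as not measurable, so no fold change was computed. The libraries were made from polyadenylated RNA, and the annotation does not say whether Rny1 is polyadenylated. The paper describes YRNAs as RNA polymerase III transcripts and added a poly(A) tail to RNA for its qPCR. It is therefore doubtful that these libraries capture Rny1.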

Macrophages are an ideal model system to investigate complex cellular responses to EPs, as they are phenotypically plastic cells that adopt diverse transcriptional profiles in response to extracellular stimuli from the local microenvironment. To test how RNY1 contributes to the function of EPs in airway fluid during inflammation, we treated bone marrow‐derived macrophages (BMDMs) with EV_Fx_ and Protein_Fx_ isolated from OVA‐challenged mice and performed bulk RNA sequencing (Figure 5C, Table S2). 

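The deposited data hold 20 libraries from 5 groups of 4: macrophages treated with PBS, RNY1+/+ EV_Fx_, RNY1-/- EV_Fx_, RNY1+/+ Protein_Fx_ or RNY1-/- Protein_Fx_. The genotype is that of the mice whose airway fluid was fractionated, and the macrophages themselves came from C57BL/6J mice. EV_Fx_ was pooled from size exclusion fractions 1 to 4 and Protein_Fx_ from fractions 9 to 20. Cells were treated on day 7 of culture, with fractions kept for 5 days, at 35000000 particles or 0.75 µg of protein per µL. The paper's text does not say whether the 4 libraries of a group came from separate pools of airway fluid, mice or wells. If they were wells given the same pool, p-values between genotypes measure the spread between wells, not between preparations of airway fluid. Sequencing read the polyadenylated transcripts from oligo(dT) primers carrying unique molecular identifiers, so that PCR copies of a molecule could be removed. The authors assigned the remaining reads to genes by exons and 3′ UTRs, with reads that map to several places shared out as fractions, and deposited these expected counts without normalization. They also deposited CPM over each library's total. The 78409 genes listed included 34373 with a count in at least 1 library, and in each library between 23.6% and 26.3% of the genes detected had a fractional count. Total counts ranged from 2510005 to 8277366 per library, with a median of 5456425. By group, the median total was 5249692 for PBS, 7864328 for RNY1+/+ EV_Fx_, 6329103 for RNY1-/- EV_Fx_, 4601712 for RNY1+/+ Protein_Fx_ and 4574310 for RNY1-/- Protein_Fx_. The counting error at these depths was smaller than the spread between replicates: the squared difference between replicates of a group, divided by that expected from counting, averaged from 2.30 to 34.7 per gene over the pairs, with both extremes among PBS pairs. The biological coefficient of variation common to all genes was 20.7% for PBS, 10.2% for RNY1+/+ EV_Fx_, 9.92% for RNY1-/- EV_Fx_, 10.5% for RNY1+/+ Protein_Fx_ and 17.4% for RNY1-/- Protein_Fx_. Counts were rounded to whole numbers and compared between 2 groups of 4 libraries at a time with edgeR's quasi-likelihood test on TMM-scaled counts. Genes were kept by filterByExpr and a mean of at least 3 CPM over the 8 libraries. Differentially expressed genes (DEGs) are those with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1.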

EV_Fx_ was dosed at a total of 3.5 × 10^10^ particles/mL. Protein_Fx_ was dosed at 0.75 mg/mL total protein. Each of these is less than our estimate of the physiologic concentration of EVs and protein in airway lining fluid (Figure S6A,B). 

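Principal component analysis was run on log2 CPM, scaled by TMM with a prior count of 2, of 10638 genes in the 20 libraries. The first component held 43.9% of the variance (jackknife standard error 10.3) and the second held 31.4% (jackknife standard error 7.80). With the 500 genes of highest variance, the shares were 57.5% and 34.9%. On the first component, PBS libraries lay at -68.7 ± 14.6 (SD, n = 4), RNY1+/+ EV_Fx_ at 11.4 ± 5.26, RNY1-/- EV_Fx_ at 29 ± 4.15, RNY1+/+ Protein_Fx_ at 25.6 ± 6.98 and RNY1-/- Protein_Fx_ at 2.57 ± 13.4. The second component separated the fractions, at 45.2 ± 7.20 for RNY1+/+ EV_Fx_ and 19.6 ± 1.81 for RNY1-/- EV_Fx_ against -28.6 ± 3.75 for RNY1+/+ Protein_Fx_ and -35.4 ± 12.3 for RNY1-/- Protein_Fx_. For each of the 20 libraries, the nearest other library by Euclidean distance over all genes was of the same group. The mean distance within a group was 49.2 for PBS, 31.9 for RNY1+/+ EV_Fx_, 35.4 for RNY1-/- EV_Fx_, 36.9 for RNY1+/+ Protein_Fx_ and 47.3 for RNY1-/- Protein_Fx_. The RNY1-/- Protein_Fx_ libraries fell into 2 pairs: distances among them ranged from 25.9 to 60.4, where those between genotypes in Protein_Fx_ reached 60.0, and the ratio of squared differences to counting error was 3.49 between replicates 1 and 2 and 2.57 between replicates 3 and 4, against 13.3 to 15.7 across these pairs. In every other group, replicates 1 and 2 were also the closest pair by this ratio. It was 2.30 for PBS, 3.49 for RNY1+/+ EV_Fx_, 3.06 for RNY1-/- EV_Fx_ and 3.60 for RNY1+/+ Protein_Fx_. Between replicates 3 and 4 it was 16.8, 7.87, 4.01 and 7.31 in the same order. PBS libraries lay at mean distances of 102 from RNY1+/+ EV_Fx_, 108 from RNY1-/- EV_Fx_, 108 from RNY1+/+ Protein_Fx_ and 92.1 from RNY1-/- Protein_Fx_ libraries. Between genotypes, the mean distance was 53.3 within EV_Fx_ and 50.9 within Protein_Fx_. The distance between the genotype centroids was larger than for every other of the 35 splits of the 8 libraries into groups of 4, at 45.5 against at most 34.6 in EV_Fx_ and at 34.9 against at most 33.1 in Protein_Fx_. The exact two-sided permutation p was 0.0286 for each fraction, the smallest that 4 against 4 allow.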

Principal component analysis of the data set showed tight clustering by treatment condition, as well as a large amount of variance between untreated BMDM and each treatment condition (Figure 5D). Both the EV_Fx_ and Protein_Fx_ induced large transcriptional responses in macrophages, with >2000 differentially expressed genes for each treatment condition (Figure S6C,D, Tables S3 and S4). 

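Against PBS, RNY1+/+ EV_Fx_ changed 1775 of the 10797 genes tested, 890 higher and 885 lower. RNY1+/+ Protein_Fx_ changed 2311 of 10835, 971 higher and 1340 lower. Of the alternatives tried, leaving out the fold change threshold moved these counts most, to 4807 and 5981. Of 10551 genes tested in both comparisons, 1018 were DEGs in both, and 990 of these changed in the same direction, 528 higher and 462 lower. The log2 fold changes of the fractions had a Spearman's rho of 0.614 and a Pearson's r of 0.727 across genes, which are not independent replicates, and both comparisons use the same PBS libraries. Acod1 (ENSMUSG00000022126) rose from 3.56 ± 1.53 CPM with PBS to 934 ± 65.2 CPM with EV_Fx_ (SD, n = 4 each). Its log2 fold change was 8.23 (standard error 0.22, adjusted p = 2.0e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With Protein_Fx_, Acod1 was at 615 ± 170 CPM, a log2 fold change of 7.63 (standard error 0.30, adjusted p = 3.6e-09 by edgeR), with 867 CPM in 1 library and at most 556 in the other three. Cxcl3 (ENSMUSG00000029379) had at most 2 counts in any PBS library and averaged 148 CPM with EV_Fx_, at least 257-fold higher than the floor of 3 counts. Tarm1 (ENSMUSG00000053338) had at most 1 count with PBS and was at least 68.4-fold higher with EV_Fx_ and 58.1-fold higher with Protein_Fx_. Arg1 (ENSMUSG00000019987) rose with Protein_Fx_ from 0.908 ± 0.345 to 140 ± 12.8 CPM. Among transcripts that fell, Gpr34 (ENSMUSG00000040229) went from 30.2 ± 3.54 CPM with PBS to 0.265 ± 0.212 with EV_Fx_, at 0 to 4 counts per library, and to 0.653 ± 0.243 with Protein_Fx_, where 1 library was at 1.01 CPM and the others at most at 0.574. Pcp4l1 (ENSMUSG00000038370) had log2 fold changes of -4.39 (standard error 0.18) with EV_Fx_ and -4.70 (standard error 0.30) with Protein_Fx_. Mamdc2 (ENSMUSG00000033207) with EV_Fx_ and Cdkn1c (ENSMUSG00000037664) with Protein_Fx_ had log2 fold changes of -5.01 and -4.60.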

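Gene lists were tested by gene set enrichment on the same fits. The Hallmark sets were not used here, and 7 lists of gene symbols written before the data were examined stood in for them. They cover interferon-stimulated genes (78 symbols), NF-κB-dependent inflammatory genes (58), glycolysis (21), p53 targets (26), ribosome biogenesis (40), oxidative phosphorylation (92) and type 2 macrophage activation (24). Genes were ranked by the signed square root of edgeR's F and tested with gseapy's prerank over 10000 permutations of genes. An FDR of 0.0001 stands for the smallest value these permutations can give. With RNY1+/+ EV_Fx_ against PBS, the interferon list had a normalized enrichment score (NES) of 2.99 (FDR 0.0001), and 71 of its 75 genes tested were higher DEGs, with a median log2 fold change over the list of 2.33. The NF-κB list had an NES of 2.81 (FDR 0.0001), with 46 of 52 genes as higher DEGs and a median log2 fold change of 2.71. The ribosome biogenesis list (NES 1.66, FDR 0.0132) and the glycolysis list (NES 1.61, FDR 0.0152) were higher, the type 2 list was lower (NES -1.68, FDR 0.0151), and oxidative phosphorylation did not pass (NES -1.43, FDR 0.0510). This last result was close to the limit. The list passed with genes ranked by fold change (FDR 0.0370) or replicate numbers fitted as a block (0.0435), and did not with filterByExpr only (0.0763). With single libraries left out, its FDR ranged from 0.0001 to 0.170. With RNY1+/+ Protein_Fx_ against PBS, the interferon list had an NES of 3.32 (FDR 0.0001), with 73 of 76 genes as higher DEGs and a median log2 fold change of 2.91. The NF-κB list had an NES of 2.86 (FDR 0.0001), with 41 of 51 genes as higher DEGs and a median of 2.24. The type 2 list was higher (NES 1.79, FDR 0.0040) and oxidative phosphorylation lower (NES -2.19, FDR 0.0001). Only 13 genes of the type 2 list were tested with Protein_Fx_, 7 higher and 6 lower. With EV_Fx_ there were 9, of which 2 were higher and 7 lower, so the opposite scores do not compare the same genes. In limma's camera test with an inter-gene correlation of 0.01, 3 of the lists instead of 5 passed an FDR of 0.05 for EV_Fx_. Among Reactome sets of 15 to 500 genes, Interferon Signaling had the highest NES of 588 sets for EV_Fx_ (2.50) and of 590 sets for Protein_Fx_ (2.73). The lowest in both was Eukaryotic Translation Elongation, with scores further from 0, at -2.65 and -3.71. Respiratory electron transport was also lower with EV_Fx_ (NES -1.74, FDR 0.0407).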

Additionally, GSEA analysis revealed that the EV_Fx_‐ and Protein_Fx_‐treated macrophages were enriched in classical pro‐inflammatory immune response pathways, indicating that both BALF compartments are capable of immune signalling (Figure S6E,F, Tables S5 and S6).

To investigate the contribution of RNY1 to programming of macrophages by BALF, we next compared treatment with *RNY1^+/+^* and *RNY1^−/−^* fractionated airway fluid. Although we did observe differences between EV_Fx_‐treated groups, the magnitude of these changes were modest, and top differential pathways were not related to inflammatory immune responses (Figure 5E,G, Tables S7 and S8). In contrast, we observed larger effect sizes in differentially expressed genes (DEGs) between macrophages treated with *RNY1^+/+^* versus *RNY1^−/−^* Protein_Fx_. 

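Between macrophages treated with RNY1-/- and RNY1+/+ EV_Fx_, 243 of 10321 genes tested were DEGs, 39 higher and the others lower. Many more genes had an adjusted p under 0.05 whatever their fold change, 5379, of which 2634 were higher and 2745 lower. The log2 fold changes followed the GC content of the transcripts, with a Spearman's rho of -0.65 across genes. When trends with transcript length and GC content were removed from each library, a setting chosen after seeing the data, 93 DEGs were left, 59 higher and 34 lower, and 42 of them were among the 221 found without the correction in the 10019 genes with a known length. Among DEGs with a mean of at least 10 CPM and no overlap between groups, the largest falls were in ferritin light chain entries. Ftl1 (ENSMUSG00000050708) was at 2053 ± 503 CPM with RNY1+/+ and 744 ± 104 with RNY1-/- EV_Fx_ (SD, n = 4 each), a log2 fold change of -1.40 (standard error 0.14, adjusted p = 0.0002 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its RNY1+/+ mean includes 1 library at 2803 CPM, the others being at most at 1878, and it fell by 0.90 with the trends removed. The related entries Ftl1-ps1 (ENSMUSG00000062382), annotated as protein-coding, and Gm15590 (ENSMUSG00000058542), a processed pseudogene, had log2 fold changes of -1.79 and -1.67. The counts of all 3 entries are fractional, from reads that map to several places, so their falls are not separate observations, and 1 RNY1+/+ library was at 54.9 CPM of Ftl1-ps1 with the others at most at 29.4. Under the same limits, the largest rises were in the noncoding entries Gm50020 (ENSMUSG00000117444), at 1.13 (standard error 0.12), A930037H05Rik (ENSMUSG00000109408), at 1.07 (standard error 0.18), and Gm37376 (ENSMUSG00000102349), at 1.06 (standard error 0.15), whose highest RNY1-/- library was at 39.2 CPM against at most 30.3 in the others. In the gene list test, glycolysis had an NES of -2.35 and oxidative phosphorylation of -2.24 (FDR 0.0001 each, the smallest value), and ribosome biogenesis of -1.79 (FDR 0.0032). The NF-κB list was also lower, with an NES of -2.35 (FDR 0.0001), 41 of 53 genes below 0, a median log2 fold change of -0.36 and 6 lower DEGs. The interferon list did not pass, with an NES of 0.49 (FDR 0.996), 40 genes higher and 35 lower. The p53 list had an NES of 1.1 (FDR 0.903). The lowest of 563 Reactome sets was Eukaryotic Translation Elongation, at an NES of -2.93, tested without removal of the length and GC trends.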

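Between macrophages treated with RNY1-/- and RNY1+/+ Protein_Fx_, 191 of 10471 genes tested were DEGs, 69 higher and 122 lower, and 583 genes had an adjusted p under 0.05 whatever their fold change, or 367 when replicate numbers were fitted as a block. The median absolute log2 fold change of DEGs was 1.32 for Protein_Fx_ and 1.12 for EV_Fx_, a ratio of 1.19 (jackknife standard error 0.0834). At the 90th percentile the values were 1.98 and 1.31, a ratio of 1.52 (jackknife standard error 0.182). An absolute log2 fold change above 1.5 was reached by 63 DEGs for Protein_Fx_ and 9 for EV_Fx_, and one above 2 by 19 and 1. Genes with an adjusted p under 0.05 whatever their fold change had medians of 0.805 for Protein_Fx_ and 0.507 for EV_Fx_. Over all genes tested, the order was the opposite, with medians of 0.173 for Protein_Fx_ and 0.327 for EV_Fx_, a ratio of 0.529. Genes are not independent replicates, so no test was made on these ratios. The biological coefficient of variation was 17.4% in RNY1-/- Protein_Fx_ and 9.92% in RNY1-/- EV_Fx_. A larger spread lets only larger changes pass, which by itself can raise the medians of genes that pass in Protein_Fx_. The DEGs differed between the fractions: of 9978 genes tested in both, 7 were DEGs in both, and 6 of these changed in the same direction, all lower. Among Protein_Fx_ DEGs with a mean of at least 10 CPM and no overlap between groups, Olr1 (ENSMUSG00000030162) fell from 18.9 ± 12.5 to 2.57 ± 1.02 CPM (SD, n = 4 each), a log2 fold change of -3.07 (standard error 0.48, adjusted p = 0.0027 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fpr1 (ENSMUSG00000045551) fell from 54.9 ± 26.1 to 7.35 ± 1.55 CPM, a log2 fold change of -3.01 (standard error 0.31, adjusted p = 0.00019 by edgeR). Cenpa (ENSMUSG00000029177) and Tcp11l2 (ENSMUSG00000020034) had log2 fold changes of 1.67 and 1.58. F13a1 (ENSMUSG00000039109) had the largest rise of these, 2.22 (standard error 0.50), with an adjusted p of 0.0211 by edgeR that reached 0.103 when single libraries were left out.

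**Figure D1:**
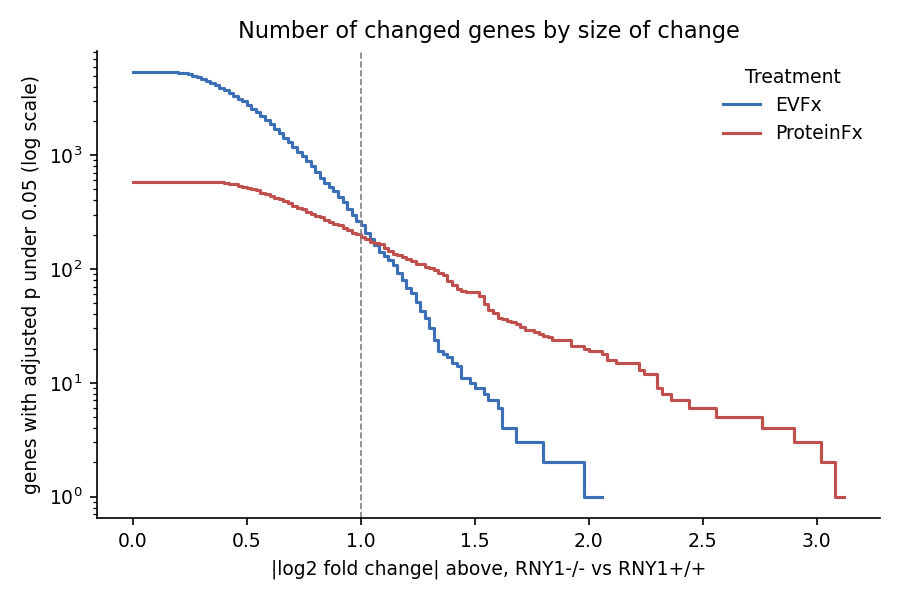
Number of genes with an adjusted p under 0.05 (y axis, log scale) whose absolute log2 fold change, RNY1-/- against RNY1+/+, is above the value on the x axis, for EV_Fx_ and Protein_Fx_. The dashed line marks the fold change threshold of 1, at which 243 genes remain for EV_Fx_ and 191 for Protein_Fx_, and above 1.5 the counts are 9 and 63.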

Gene set enrichment analysis of DEGs highlighted several immune‐ and inflammation‐related pathways as de‐enriched in the *RNY1^−/−^* treated BMDMs, with two of the top three pathways related to interferon responses (Figure 5F,H, Table S9 and S10). 

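In the gene list test of RNY1-/- against RNY1+/+ Protein_Fx_, the NF-κB and interferon lists were lower. The NF-κB list had an NES of -3.18 and the interferon list of -3.02, each with an FDR of 0.0001, the smallest value. Of the 51 NF-κB genes tested, 49 had a log2 fold change below 0, 27 were lower DEGs, and the median was -1.09. Of the 76 interferon genes tested, 71 were below 0, 11 were lower DEGs and 1 was a higher DEG, and the median was -0.39. Oxidative phosphorylation (NES 2.27, FDR 0.0001), glycolysis (NES 1.90, FDR 0.0015) and p53 (NES 1.60, FDR 0.0207) were higher. With camera, the interferon list had an FDR of 5.5e-38 and the NF-κB list of 3.2e-59. Of 566 Reactome sets, the lowest was Cholesterol biosynthesis (NES -2.32), followed by Cross-presentation of soluble exogenous antigens (-2.23), Activation of NF-kappaB in B cells (-2.22) and Interferon Signaling (-2.20, FDR 0.0020). The sets with the largest scores were higher and concern translation, with Eukaryotic Translation Elongation at 2.92, the set that was lowest for EV_Fx_. The Reactome sets were not tested with length and GC trends removed. Across genes, log2 fold changes followed GC content in opposite directions (Spearman's rho -0.65 in EV_Fx_ and 0.16 in Protein_Fx_). The opposite scores can therefore not be told apart from that trend. The lower interferon list was set against all genes that RNY1+/+ Protein_Fx_ induced, with the induced genes chosen from 2 of the RNY1+/+ replicates and the genotype difference taken from the other two. For genes chosen with replicates 1 and 2, the 959 induced genes had a median log2 fold change between genotypes of -0.34, and 85.4% were lower. The interferon genes among them had a median of -0.39, against -0.57 for random lists of induced genes matched on their induction. The NF-κB genes among them had a median of -1.42, below all 10000 of its matched lists.

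**Figure D2:**
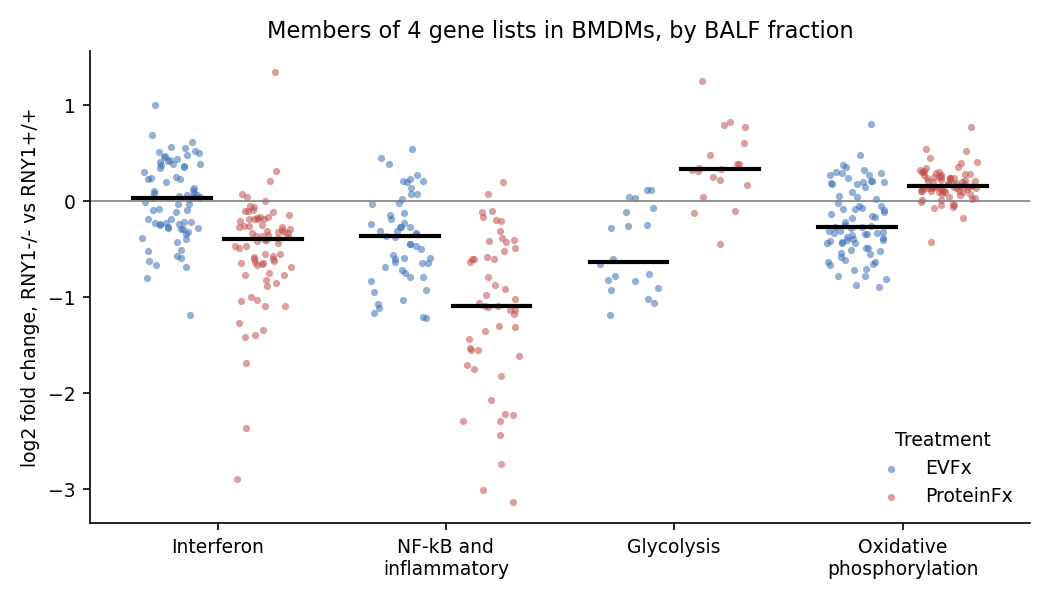
Log2 fold change, RNY1-/- against RNY1+/+, of each gene tested in the interferon, NF-κB, glycolysis and oxidative phosphorylation lists, with EV_Fx_ in blue and Protein_Fx_ in red. Each point is 1 gene and black bars are medians, which for Protein_Fx_ are -1.09 in the NF-κB list and -0.39 in the interferon list, and for EV_Fx_ are -0.36 and 0.04.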

To validate our RNA sequencing findings, we selected candidate genes associated with the interferon response that were differentially expressed and performed qPCR (Figure 5I). 

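The read counts of the candidate genes were compared between the 4 libraries of each group. Mx1 (ENSMUSG00000000386), on chromosome 16 of GRCm38 from 97447035 to 97462907, was at 17.0 ± 1.51 CPM with PBS, 518 ± 38.6 with RNY1+/+ Protein_Fx_ and 229 ± 30.7 with RNY1-/- Protein_Fx_ (SD, n = 4 each). Its log2 fold change between genotypes was -1.26 (standard error 0.12, adjusted p = 0.00013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl10 (ENSMUSG00000034855), on chromosome 5 from 92346638 to 92348889, was at 4.92 ± 1.52, 459 ± 113 and 95.7 ± 32.8 CPM, a log2 fold change of -2.36 (standard error 0.25, adjusted p = 0.00019 by edgeR). Its PBS libraries included 1 at 2.66 CPM, the others being at least at 5.52. Edn1 (ENSMUSG00000021367), on chromosome 13 from 42301476 to 42307990, had at most 2 counts in any PBS library, and was at 29.1 ± 11.5 CPM with RNY1+/+ Protein_Fx_, at least 50.7-fold higher than the floor of 3 counts. It was at 3.91 ± 1.51 CPM with RNY1-/- Protein_Fx_, a log2 fold change of -3.13 (standard error 0.33, adjusted p = 0.00019 by edgeR). Ccl2 (ENSMUSG00000035385), on chromosome 11 from 82035571 to 82037453, was at 91.5 ± 34, 2787 ± 459 and 1340 ± 429 CPM, a log2 fold change of -1.13 (standard error 0.22, adjusted p = 0.0084 by edgeR). Ifit1 (ENSMUSG00000034459), on chromosome 19 from 34640871 to 34650009, was at 93.5 ± 16.5, 3164 ± 481 and 1635 ± 690 CPM, a log2 fold change of -1.03 (standard error 0.26, adjusted p = 0.0351 by edgeR). For each of the 5 genes, every RNY1-/- Protein_Fx_ library was below every RNY1+/+ Protein_Fx_ library (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow, and also 0.0286 after Benjamini-Hochberg adjustment over the 5). The paper chose these genes from those differentially expressed in this sequencing, so the permutation test is not independent of that choice. If the libraries of a group shared a pool of airway fluid, neither test covers differences between preparations. The CPM with RNY1-/- Protein_Fx_ was 44.3% of that with RNY1+/+ Protein_Fx_ for Mx1, 51.7% for Ifit1, 20.9% for Cxcl10, 48.1% for Ccl2 and 13.4% for Edn1, and stayed above the PBS level in each. Over 14 alternatives, each of the log2 fold changes stayed below 0. Ifit1 was the exception in its test: its adjusted p was above 0.05 in 7 of them and reached 0.140. In the lists, Mx1, Ifit1 and Cxcl10 belong to interferon and Ccl2 and Edn1 to NF-κB.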

Although our results showed some variability between biologic replicates, there was a consistent trend toward reduced induction of interferon‐associated transcripts in *RNY1^−/−^* Protein_Fx_‐treated BMDMs (Figures 5J and S6G‐I). These results demonstrate that RNY1 can contribute to airway fluid‐mediated programming of macrophages.

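The difference in the genotype effect between fractions was tested as an interaction in edgeR over the 16 libraries treated with airway fluid. Of 10445 genes tested, 3449 had an adjusted p under 0.05, 1755 with a more positive and 1694 with a more negative effect in Protein_Fx_ than in EV_Fx_. With length and GC trends removed, a setting chosen after seeing the data, 2137 genes passed, of which 1569 were also found without the correction. The interferon list had an NES of -2.53 and the NF-κB list of -2.61 in this test (FDR 0.0001, the smallest value). With EV_Fx_, the log2 fold changes between genotypes were -0.12 for Mx1 (standard error 0.23), 0.69 for Ifit1 (standard error 0.16), 0.49 for Cxcl10 (standard error 0.32), 0.20 for Ccl2 (standard error 0.35) and -0.64 for Edn1 (standard error 0.27). Ifit1 was thus higher in RNY1-/- EV_Fx_ (adjusted p = 0.0040 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lower in RNY1-/- Protein_Fx_. The interaction passed an adjusted p of 0.05 by edgeR for each of the 5 candidates, with Ccl2 closest to the limit at 0.0380 and at 0.0615 once the trends were removed. RNY1+/+ EV_Fx_ did not raise Ccl2 detectably over PBS (log2 fold change 0.41, standard error 0.37, adjusted p = 0.393 by edgeR), so that for Ccl2 there was no measured response to EV_Fx_ that a loss of RNY1 could lower. Edn1 was raised by it, to 4.88 ± 1.12 CPM, far less than by Protein_Fx_. From the lower interferon and inflammatory transcripts in macrophages treated with RNY1-/- Protein_Fx_, together with the qPCR of the candidates (Figure 5J), the paper concludes that RNY1 can contribute to the programming of macrophages by airway fluid.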

## 4 Discussion

The levels and packaging of exRNAs are dynamic in extracellular fluids. Prior studies have shown that circulating YRNA levels in blood change during disease (Repetto et al. 2015, Dhahbi et al. 2014). Our work expands these studies by investigating localized biofluid exYRNA levels in conjunction with associated cell and tissue dynamics during sterile lung inflammation. We observed a large, selective increase in exRNY1 levels while cell and tissue RNY1 levels decreased. This observation opens new opportunities to explore the interconnectivity of intracellular and extracellular YRNAs in vivo to test how changes in cellular composition, RNA secretion, transcription rates and RNA degradation during inflammation impact exRNA secretion. Key next steps include determining the cellular origin of RNY1 in airway fluid and cell‐specific YRNA secretion patterns in response to inflammatory stimuli.

Additionally, this work assays YRNA levels over time and demonstrates that exRNY1 levels strongly correlate with neutrophil levels in the airway. Neutrophilic inflammation is common in asthma subsets that are often severe and refractory to current treatments, making identifying novel biomarkers and drivers of neutrophilic lung inflammation in this disease particularly important Ray et al. 2017). Cell‐type specific RNY1 deletions or in vivo RNA tracing could test whether neutrophils are the source of RNY1 in the lung or instead may be called as part of a response program that includes exYRNA production from other cell types. Understanding the causality of the RNY1‐neutrophil correlation will deepen our understanding of YRNA dynamics as they relate to disease processes.

exRNAs can exist outside the cell as free RNAs, as EV cargos, in NVEPs, and as part of protein complexes. Prior work has identified EP‐associated exYRNA in cell‐conditioned media and biofluids (Wei et al. 2017, Driedonks et al. 2020, Driedonks et al. 2018, Cambier et al. 2017, Driedonks and Nolte‐T'Hoen 2019, Robbins et al. 2019, Driedonks et al. 2024). By combining SEC with EP characterization methods, we observed distinct extracellular compartmentalization of individual YRNAs. Specifically, RNY1 was distributed across the two classical SEC elution profiles, the EV‐enriched and the protein‐enriched fractions, whereas RNY3 was detected exclusively in EV‐enriched fractions. These findings expand our current understanding of multimodal exRNA distribution in complex biofluids. Additionally, this work motivates future investigation into how YRNAs are distributed across more defined EP subpopulations. By using orthogonal separation approaches and techniques such as RNA‐baited mass spectrometry, we can further classify the subtype of EV, NVEP and/or protein that carries YRNA and integrate that knowledge into our understanding of exYRNA dynamics during disease.

Previous studies have shown that RNY1‐containing EPs can instruct cellular immune responses. The strongest published record of this phenomenon is that EPs and their YRNA cargoes can provide instructing signals to activate macrophages (Tang et al. 2022, Kang et al. 2024). Macrophage activation by both pathogen‐derived and endogenous signals induces rapid transcriptional remodelling of these cells and is critical for host defence, tissue damage during inflammation and reparative functions (Yan et al. 2024, Luo et al. 2024, Roszer et al. 2015). By using macrophages as a model system, we revealed that distinct RNY1‐containing BALF compartments can guide immune responses. EV‐enriched and protein‐enriched airway fluid fractions induced numerous changes to the macrophage transcriptome associated with pro‐inflammatory immune responses. Identifying immunological activity in these compartments provides a framework to resolve EP‐specific immunological communication mechanisms within a single biofluid. Through further characterization of BALF compartments and intercompartment‐normalized dosing, we can further understand how EP‐subtypes differentially induce immune activation in recipient cells.

To build on our previous observation, we wanted to further investigate RNY1's role in BALF EP‐mediated transcriptional reprogramming. This type of investigation has been historically difficult to assess in vivo, as YRNAs are ubiquitously expressed in the intracellular and extracellular space (Driedonks et al. 2024). Here, we generated and characterized an RNY1‐deficient mouse model and used it to investigate how loss of RNY1 alters extracellular compartment‐mediated immune signalling. We observed that the protein‐enriched fraction from *RNY1^−/−^* mice induced less robust pro‐inflammatory and Interferon pathway responses. These findings align with prior reports that YRNA‐associated EPs instruct immunological functions in recipient cells such as cytokine secretion, apoptosis and autoimmune inflammation (Hizir et al. 2017, Cambier et al. 2017, Li et al. 2022). Additional work is needed to determine whether the YRNA itself is initiating signalling from this biofluid, or whether it acts indirectly to modulate other signalling molecules in the extracellular space. Key next steps to fully understand this signalling axis involve investigating the global consequences of genetic RNY1 removal, such as unbiased probing of the intracellular and extracellular proteome, lipidome and transcriptome.

An important consideration for interpreting this study is the structural heterogeneity of extracellular RNY1 itself. RNY1 exists both as a full‐length transcript and as multiple processed fragments, each of which may possess distinct extracellular localization patterns or biological activities. Because our qPCR detection strategy requires an intact 5′ end but is otherwise agnostic to 3′ end length, the measurements presented here likely capture a mixture of RNY1 isoforms. Similarly, the RNY1‐deficient mouse model globally eliminates total RNY1 expression and therefore cannot distinguish between roles for full‐length and fragmented species. Future studies incorporating isoform‐resolved sequencing and structure‐sensitive detection approaches will be important for determining how specific RNY1 species contribute to compartmentalization and immune signalling.

YRNAs are emerging as important mediators of intercellular communication during inflammation and immune responses. This work identifies RNY1 within both EV‐enriched and protein‐enriched extracellular compartments in airway lining fluid, demonstrates that these compartments possess immunomodulatory activity, and establishes a genetic framework for interrogating RNY1‐dependent extracellular signalling in vivo. Together, these findings expand our understanding of YRNA biology and provide a foundation for future studies investigating how YRNAs shape intercellular communication.

## Author Contributions

**Cherie E. Saffold**: conceptualization (lead), methodology (lead), data acquisition (lead), data analysis (lead), data visualization (lead), writing – original draft (lead), writing – review and editing (lead). **Antiana C. Richardson**: methodology (support), data acquisition (support), writing – review and editing (support). **Heather H. Pua**: conceptualization (lead), methodology (lead) funding acquisition (lead), resources (lead), project administration (lead), writing – original draft (lead), writing – review and editing (lead).

## Policy on Using ChatGPT and Similar AI Tools

The authors used ChatGPT Edu (OpenAI) during manuscript preparation to assist with equation formatting, language and style editing, proofreading and iterative discussion of manuscript phrasing, titles and interpretation. The AI tool was used solely as an editorial and language‐support resource and was not used to generate original scientific concepts, synthesize scientific ideas, derive conclusions or produce experimental results or analyses. All AI‐assisted content was critically reviewed, edited, and verified by the authors, who assume full responsibility for the accuracy, integrity and originality of the work.

## Funding

This research was supported by NSF Graduate Research Fellowship Program Grant 2444112 (A.C.R.), NIH DP2 HL152426 (H.H.P.) and institutional funds from the Department of Pathology, Microbiology and Immunology at Vanderbilt University Medical Center (H.H.P.). Opinions, findings and conclusions expressed in this material are those of the authors and do not necessarily reflect the views of the funding agency.

## Ethics Statement

All mouse experiments were performed with approval from the Vanderbilt Institutional Animal Care and Use Committee. All material in this manuscript is original and has not been published elsewhere. All work in this manuscript upholds principles of rigorous and reproducible research in science.

## Conflicts of Interest

The authors declare no conflict of interest.

## Supporting information

**Supporting information**: jex270162‐sup‐0001‐TableS1.xlsx

**Supporting information**: jex270162‐sup‐0002‐TableS2.xlsx

**Supporting information**: jex270162‐sup‐0003‐TableS3.xlsx

**Supporting information**: jex270162‐sup‐0004‐TableS4.xlsx

**Supporting information**: jex270162‐sup‐0005‐TableS5.xlsx

**Supporting information**: jex270162‐sup‐0006‐TableS6.xlsx

**Supporting information**: jex270162‐sup‐0007‐TableS7.xlsx

**Supporting information**: jex270162‐sup‐0008‐TableS8.xlsx

**Supporting informaiktion**: jex270162‐sup‐0009‐TableS9.xlsx

**Supporting information**: jex270162‐sup‐0010‐TableS10.xlsx

**Supporting information**: jex270162‐sup‐0011‐FigureS1‐S6.docx

## Data Availability

RNA sequencing data is available on the Gene Expression Omnibus (GSE333855). Other data supporting the findings of this study are available from the corresponding author upon request.

# Supplementary material for: RNY1 Is Heterogeneously Partitioned in Inflamed Airway Fluid and Modulates Pro‐Inflammatory Macrophage Transcriptional Programming
**Source:** J Extracell Biol. 2026 Jul 3;5(7):e70162. doi: 10.1002/jex2.70162
**Supplement:** Supplementary file 11 — Supporting information: jex270162‐sup‐0011‐FigureS1‐S6.docx

**Supplemental Information**

**RNY1 is heterogeneously partitioned in inflamed airway fluid and modulates pro-inflammatory macrophage transcriptional programming**

Cherie E. Saffold, BS^1,2,3,4^; Antiana C. Richardson, BS^1,2,3,4^; Heather H. Pua MD, PhD^1,2,3,4*^

Additional information: Cherie E Saffold ( ORCID: 0000-0002-0347-2068), Antiana C Richardson ( ORCID: 0000-0002-5595-8078)

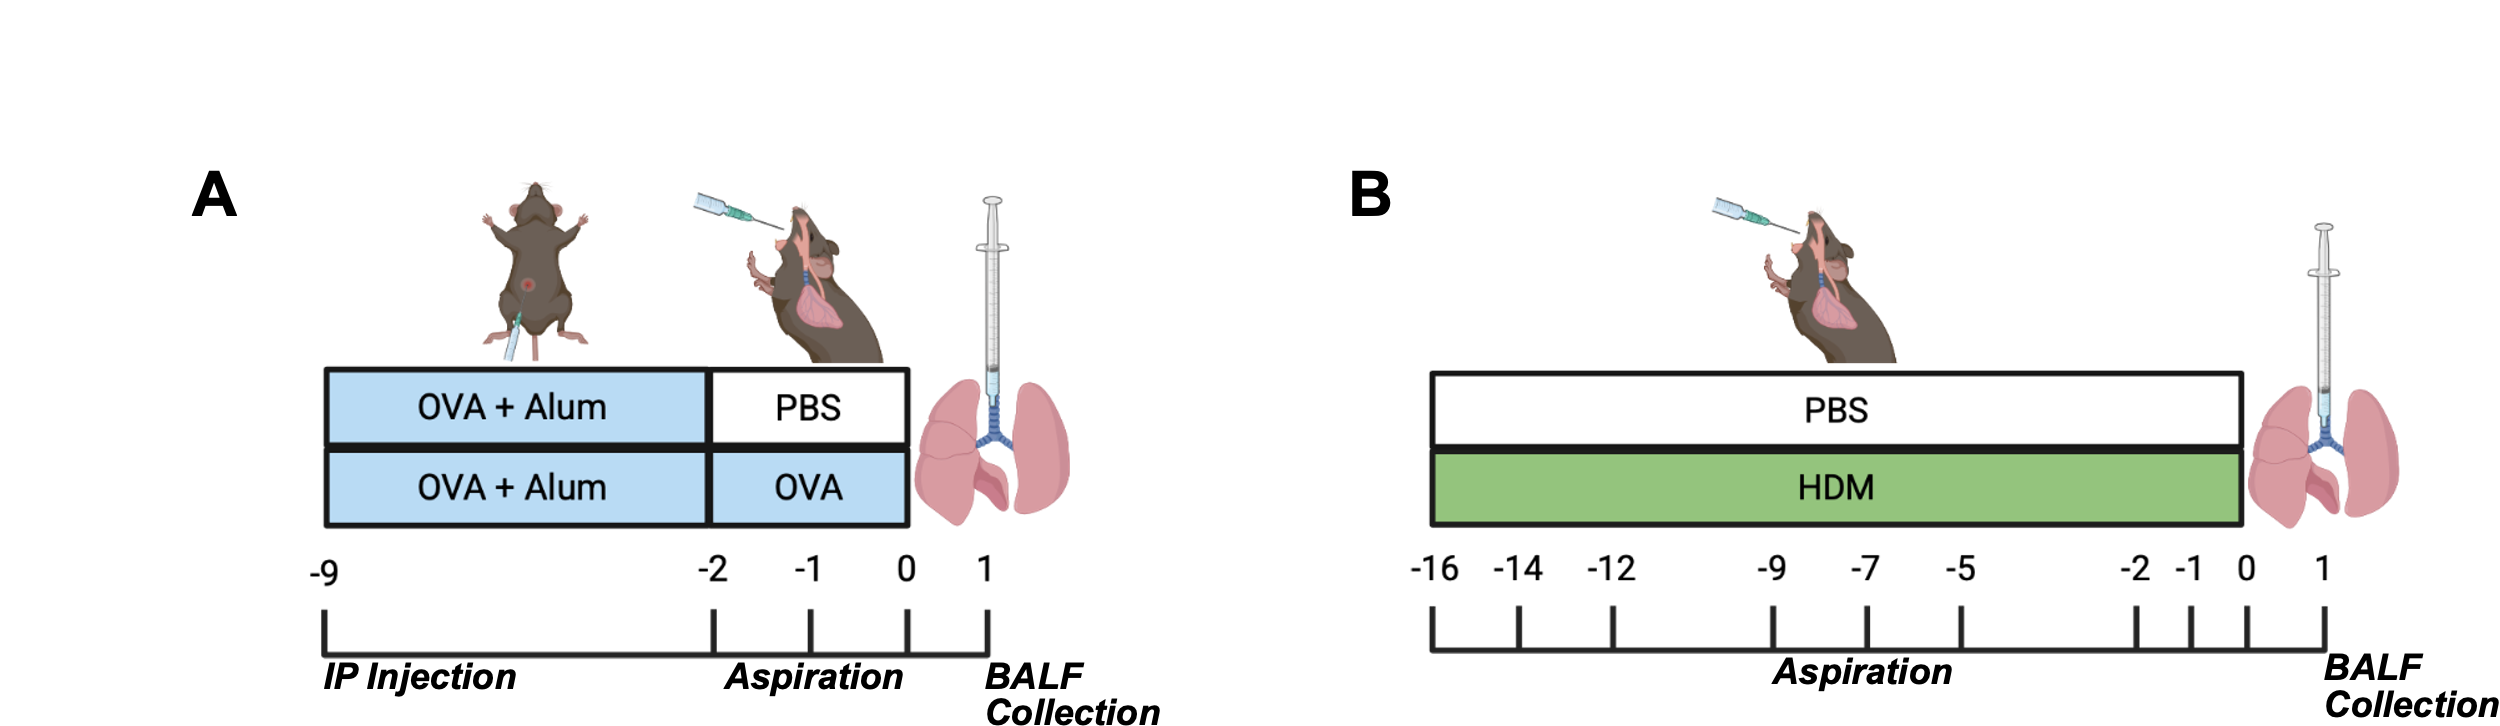

**Supplemental Figure 1:**Murine models of airway inflammation. **A and B)** Schema of OVA **(A)** and HDM **(B)** models of airway inflammation. OVA = ovalbumin, HDM = house dust mite.

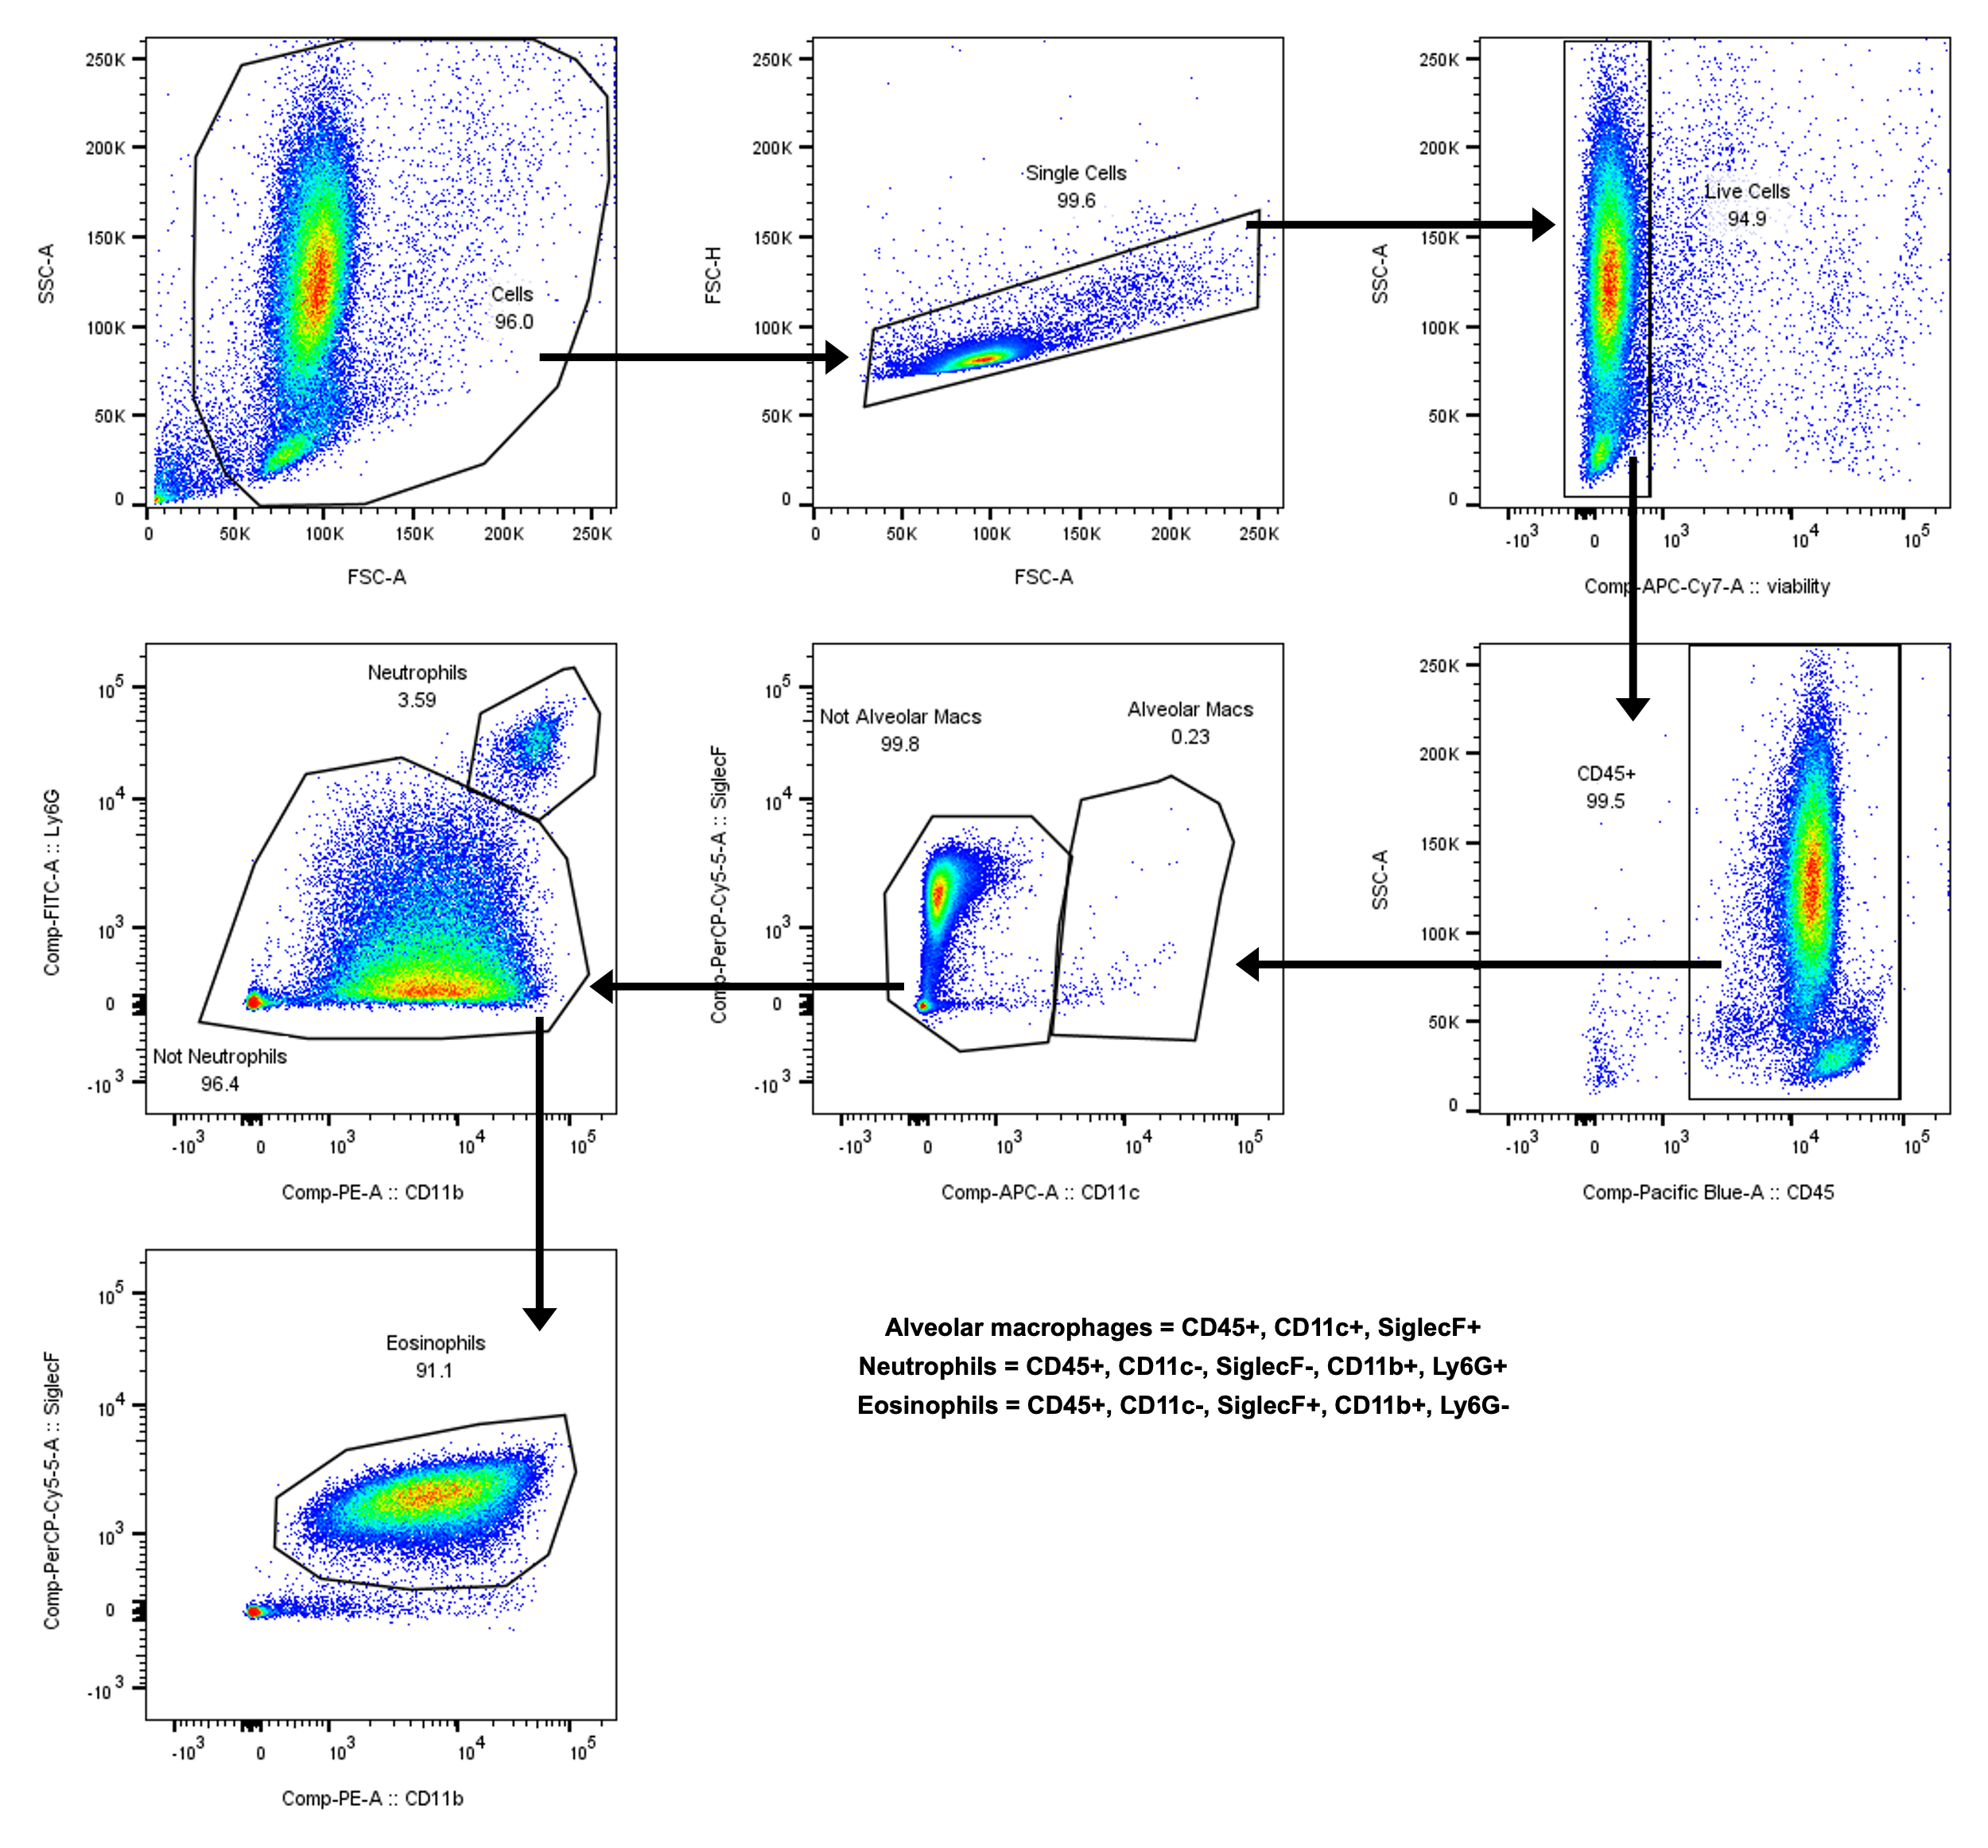

**Supplemental Figure 2:** Flow cytometry gating strategy for alveolar macrophages, neutrophils, and eosinophils in BALF.

**
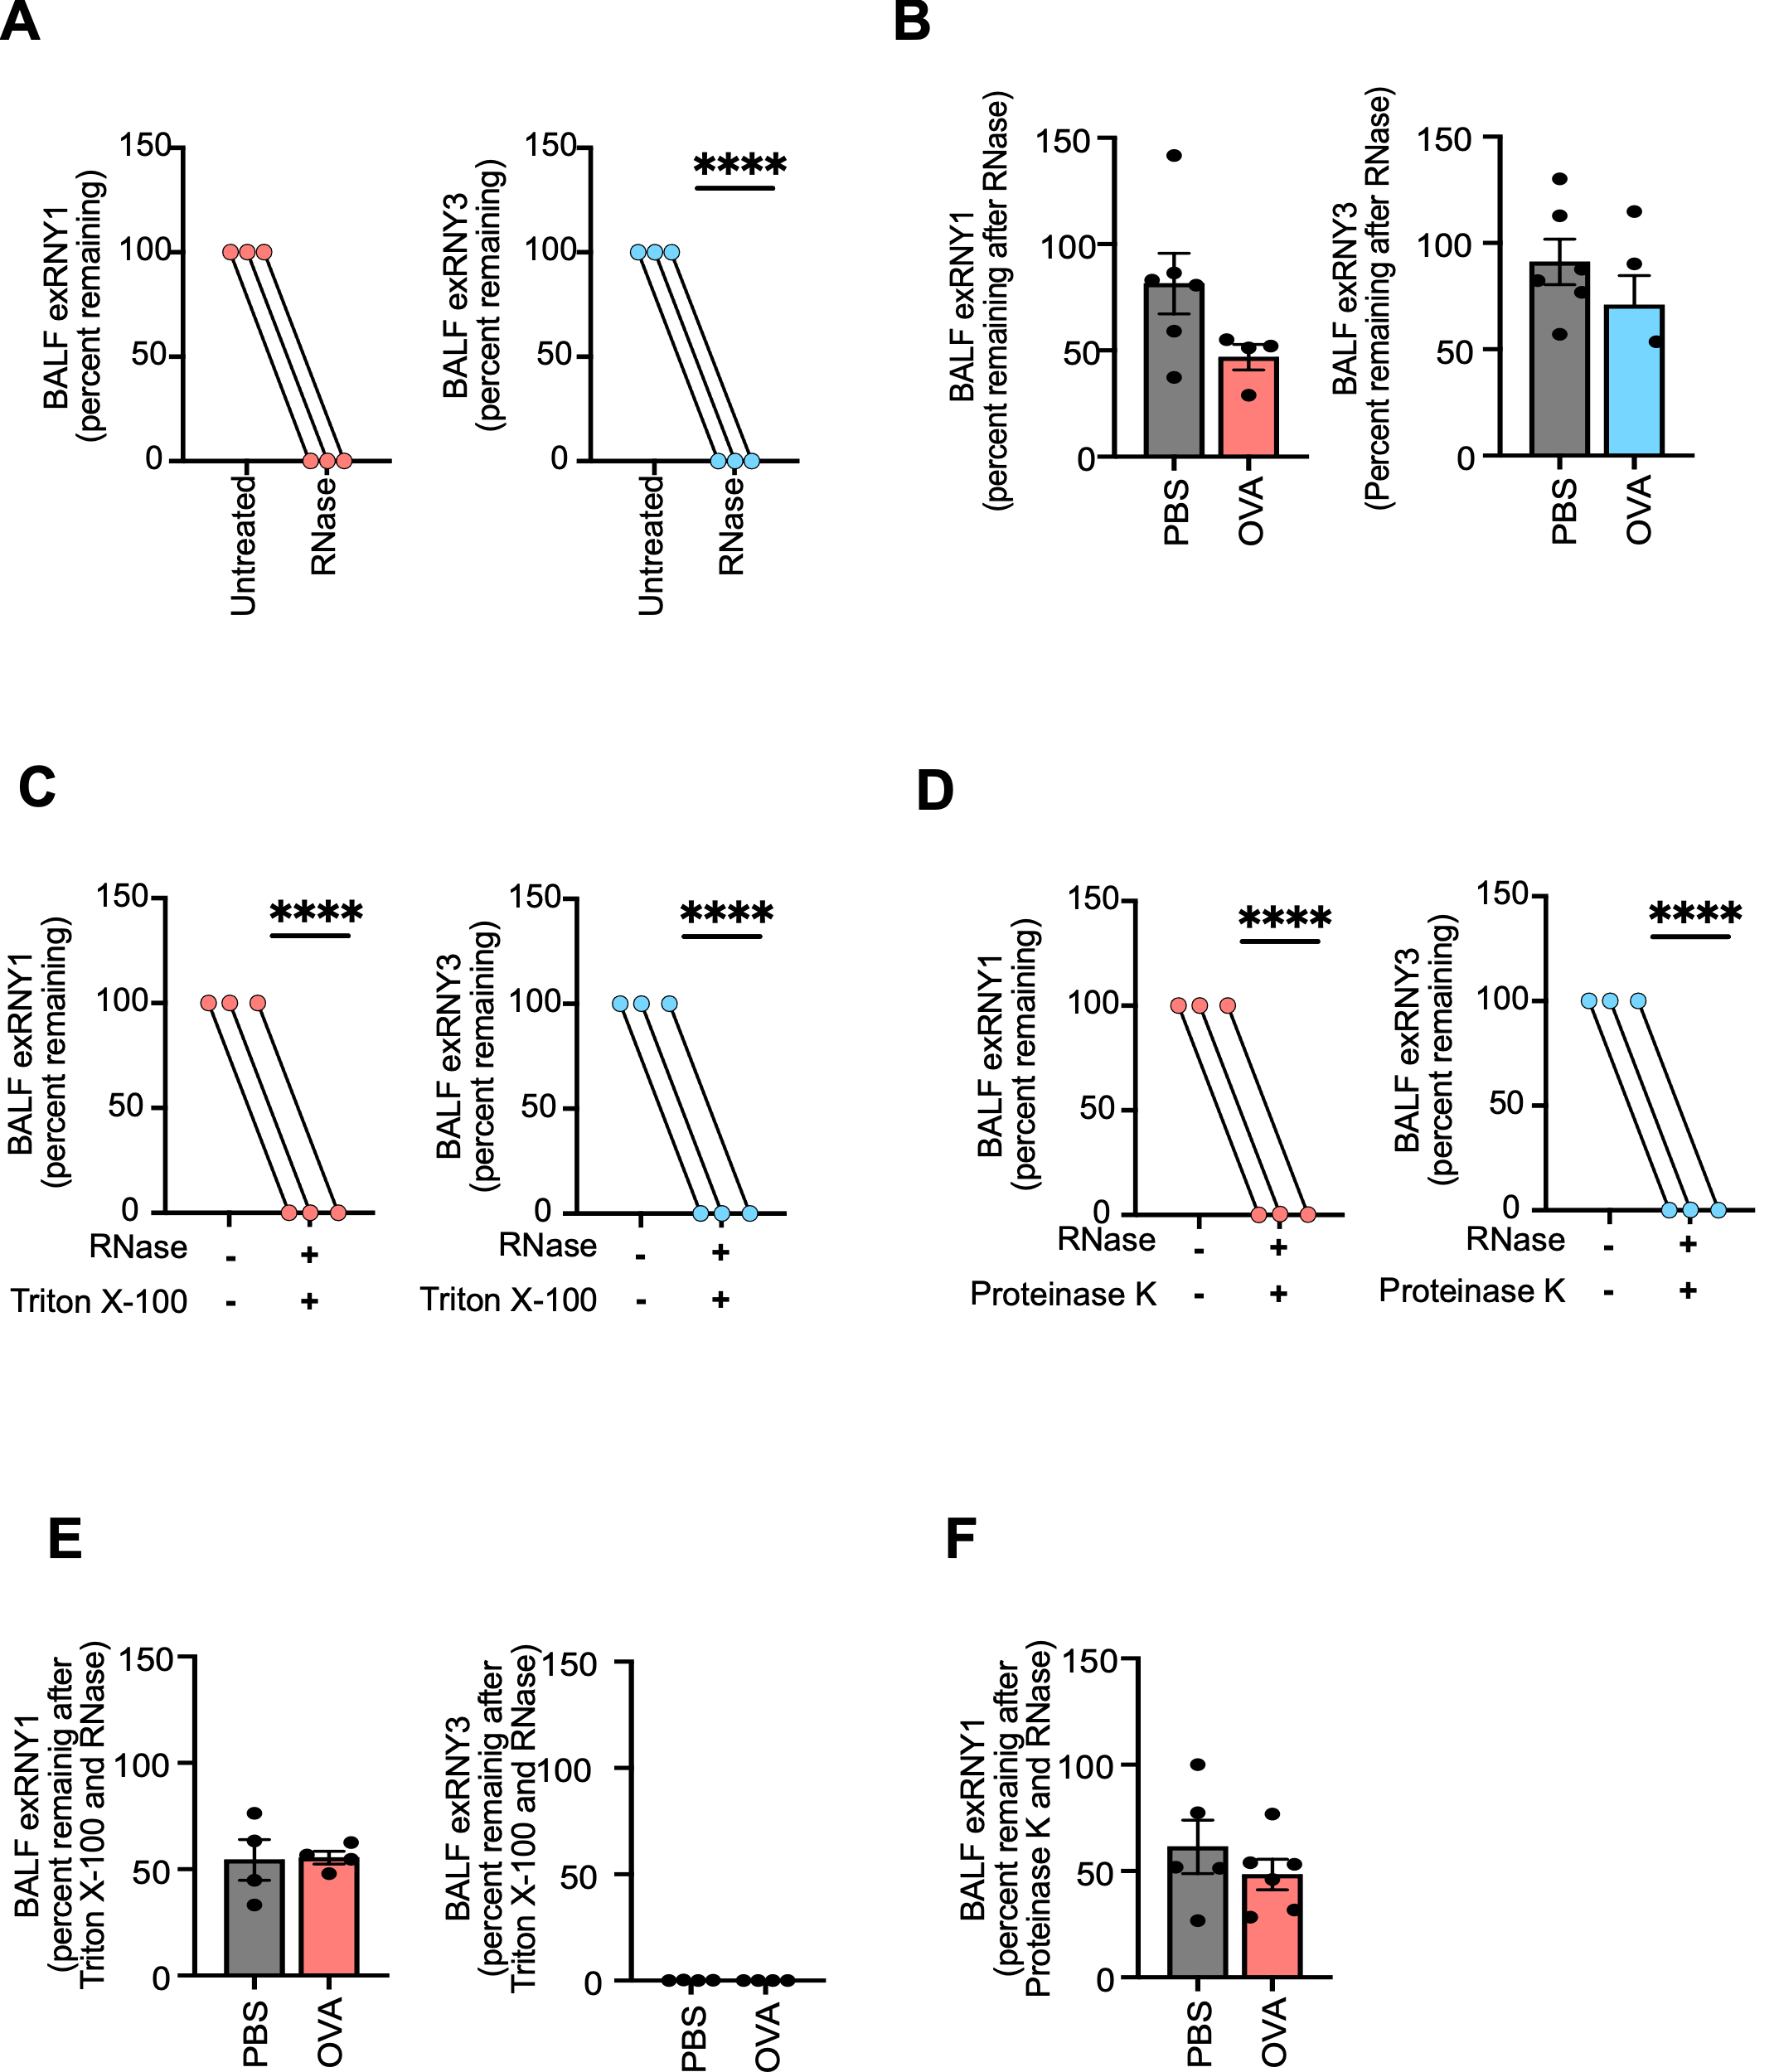
**

**Supplemental Figure 3:** **A-C:** YRNA qPCR of **(A)**, Triton X-100 + RNase- **(B)** and Proteinase K + RNase- **(C)** treated BALF RNA pre-extracted with phenol-chloroform. Data is expressed as the percentage of remaining YRNA compared to an untreated control. One sample student's t-test. N = 3 from 2 independent experiments. **D)** YRNA qPCR of RNase-treated BALF from PBS and OVA-challenged mice. Data is expressed as the percentage of remaining YRNA compared to an untreated control. Unpaired student's t-test. N = 4-6 from 2-3 independent experiments. One RNY1 value was removed as an outlier using the ROUT outlier test. **E and F)** YRNA qPCR of Proteinase K + RNase-treated **(E)** and Triton X-100 + RNase-treated **(F)** BALF from PBS and OVA-challenged mice. Data is expressed as the percentage of remaining YRNA compared to an RNase-treated control. Unpaired student's t-test. N = 4-6 from 2 independent experiments. For all panels: *= P ≤ 0.05, **= P ≤ 0.01, ***= P ≤ 0.001, ****= P ≤ 0.0001. Bars represent the mean +/- standard error of the mean.

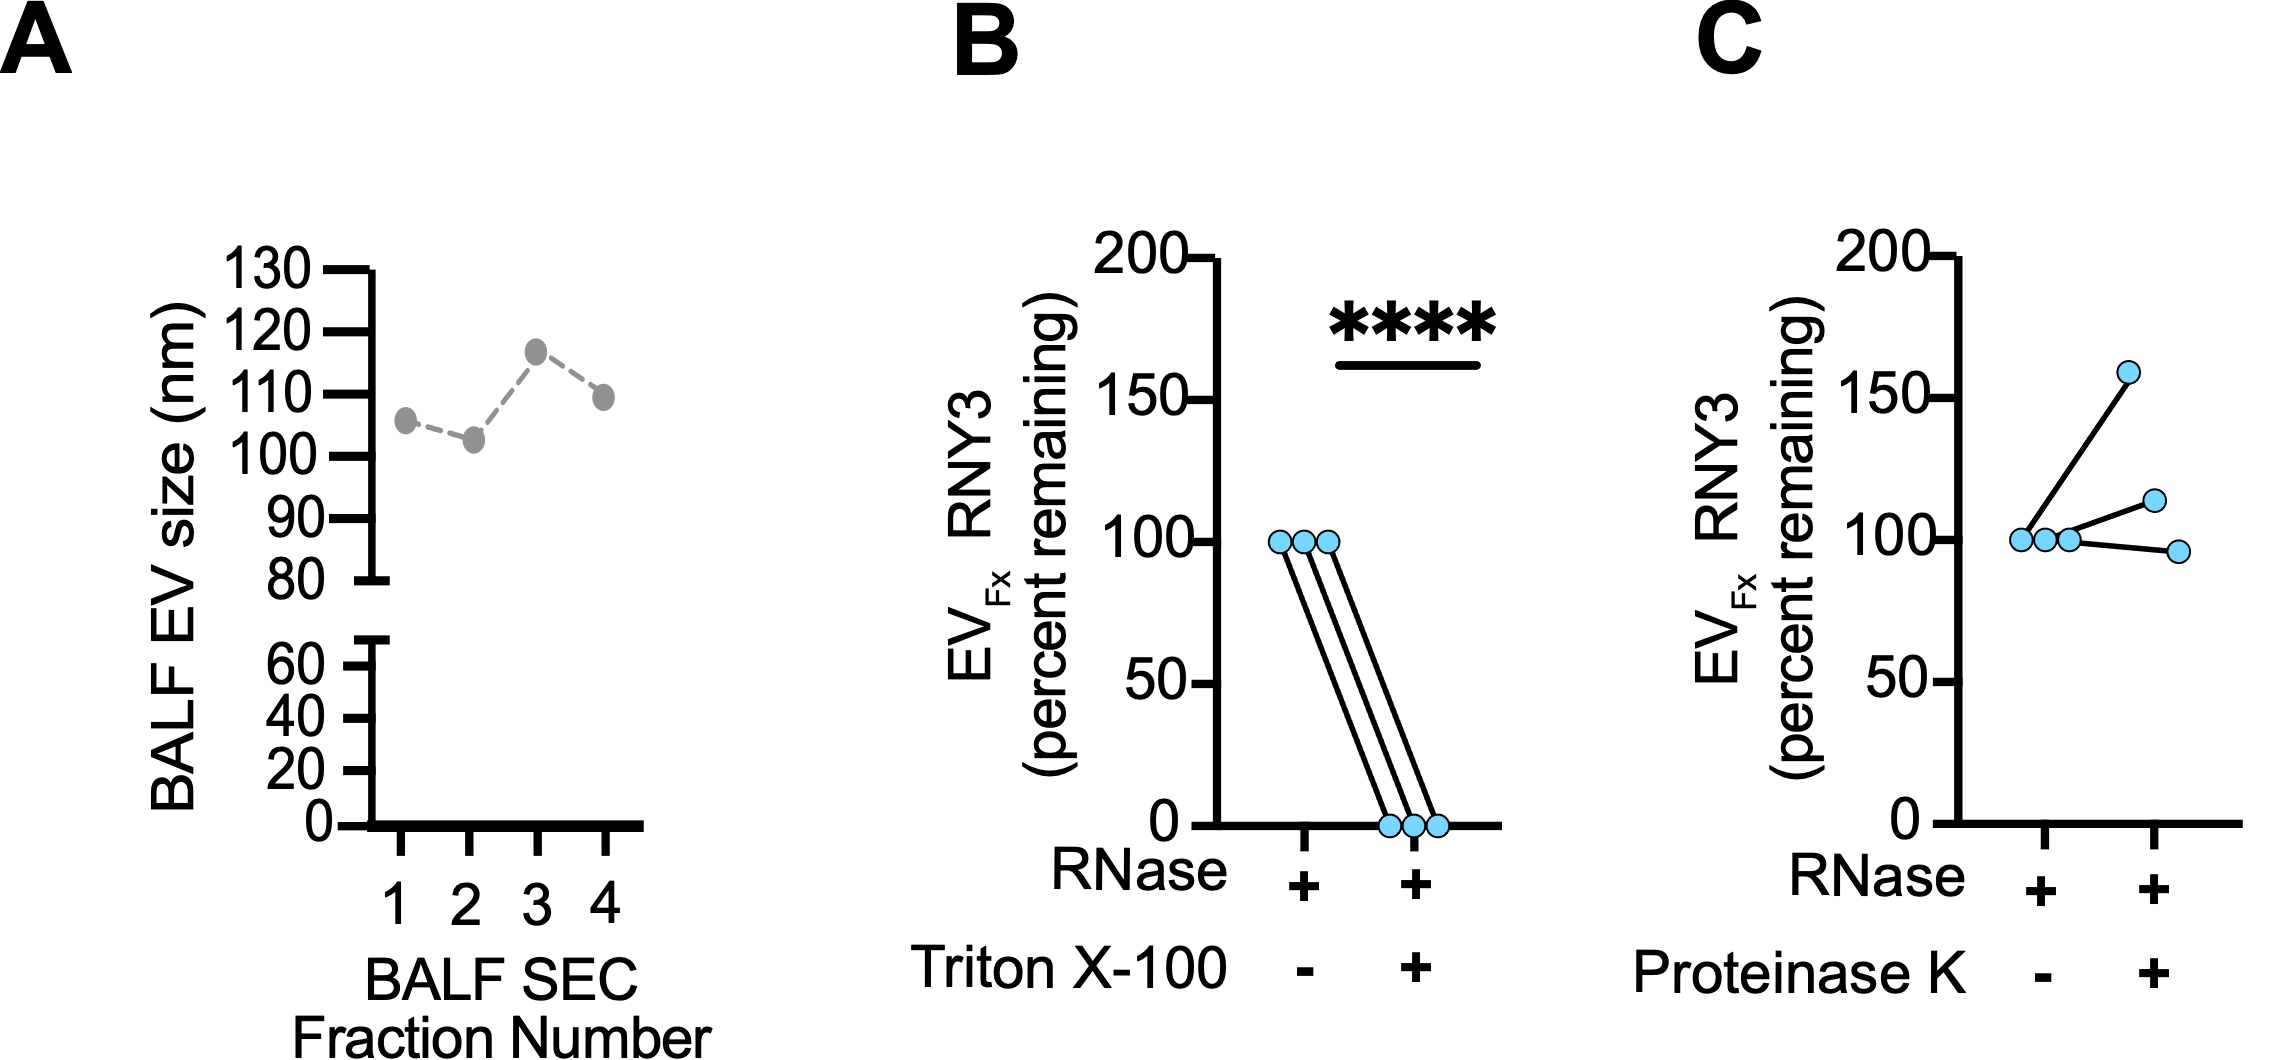

**Supplemental Figure 4: A)** Particle size quantification in BALF SEC fractions 1-4. N = 1 from 1 independent experiment. **B and C)** RNY3 qPCR of EV_Fx_ treated with Triton X-100 + RNase **(B)** or Proteinase K + RNase **(C)**. Data is expressed as the percentage of remaining YRNA compared to an RNase-only treated control. One sample students t-test. N = 5 from 2 independent experiments. For all panels: *= P ≤ 0.05, **= P ≤ 0.01, ***= P ≤ 0.001, ****= P ≤ 0.0001. BALF = bronchoalveolar lavage fluid, EV_Fx_ = EV-enriched fraction, Protein_Fx_ = protein-enriched fraction.

**
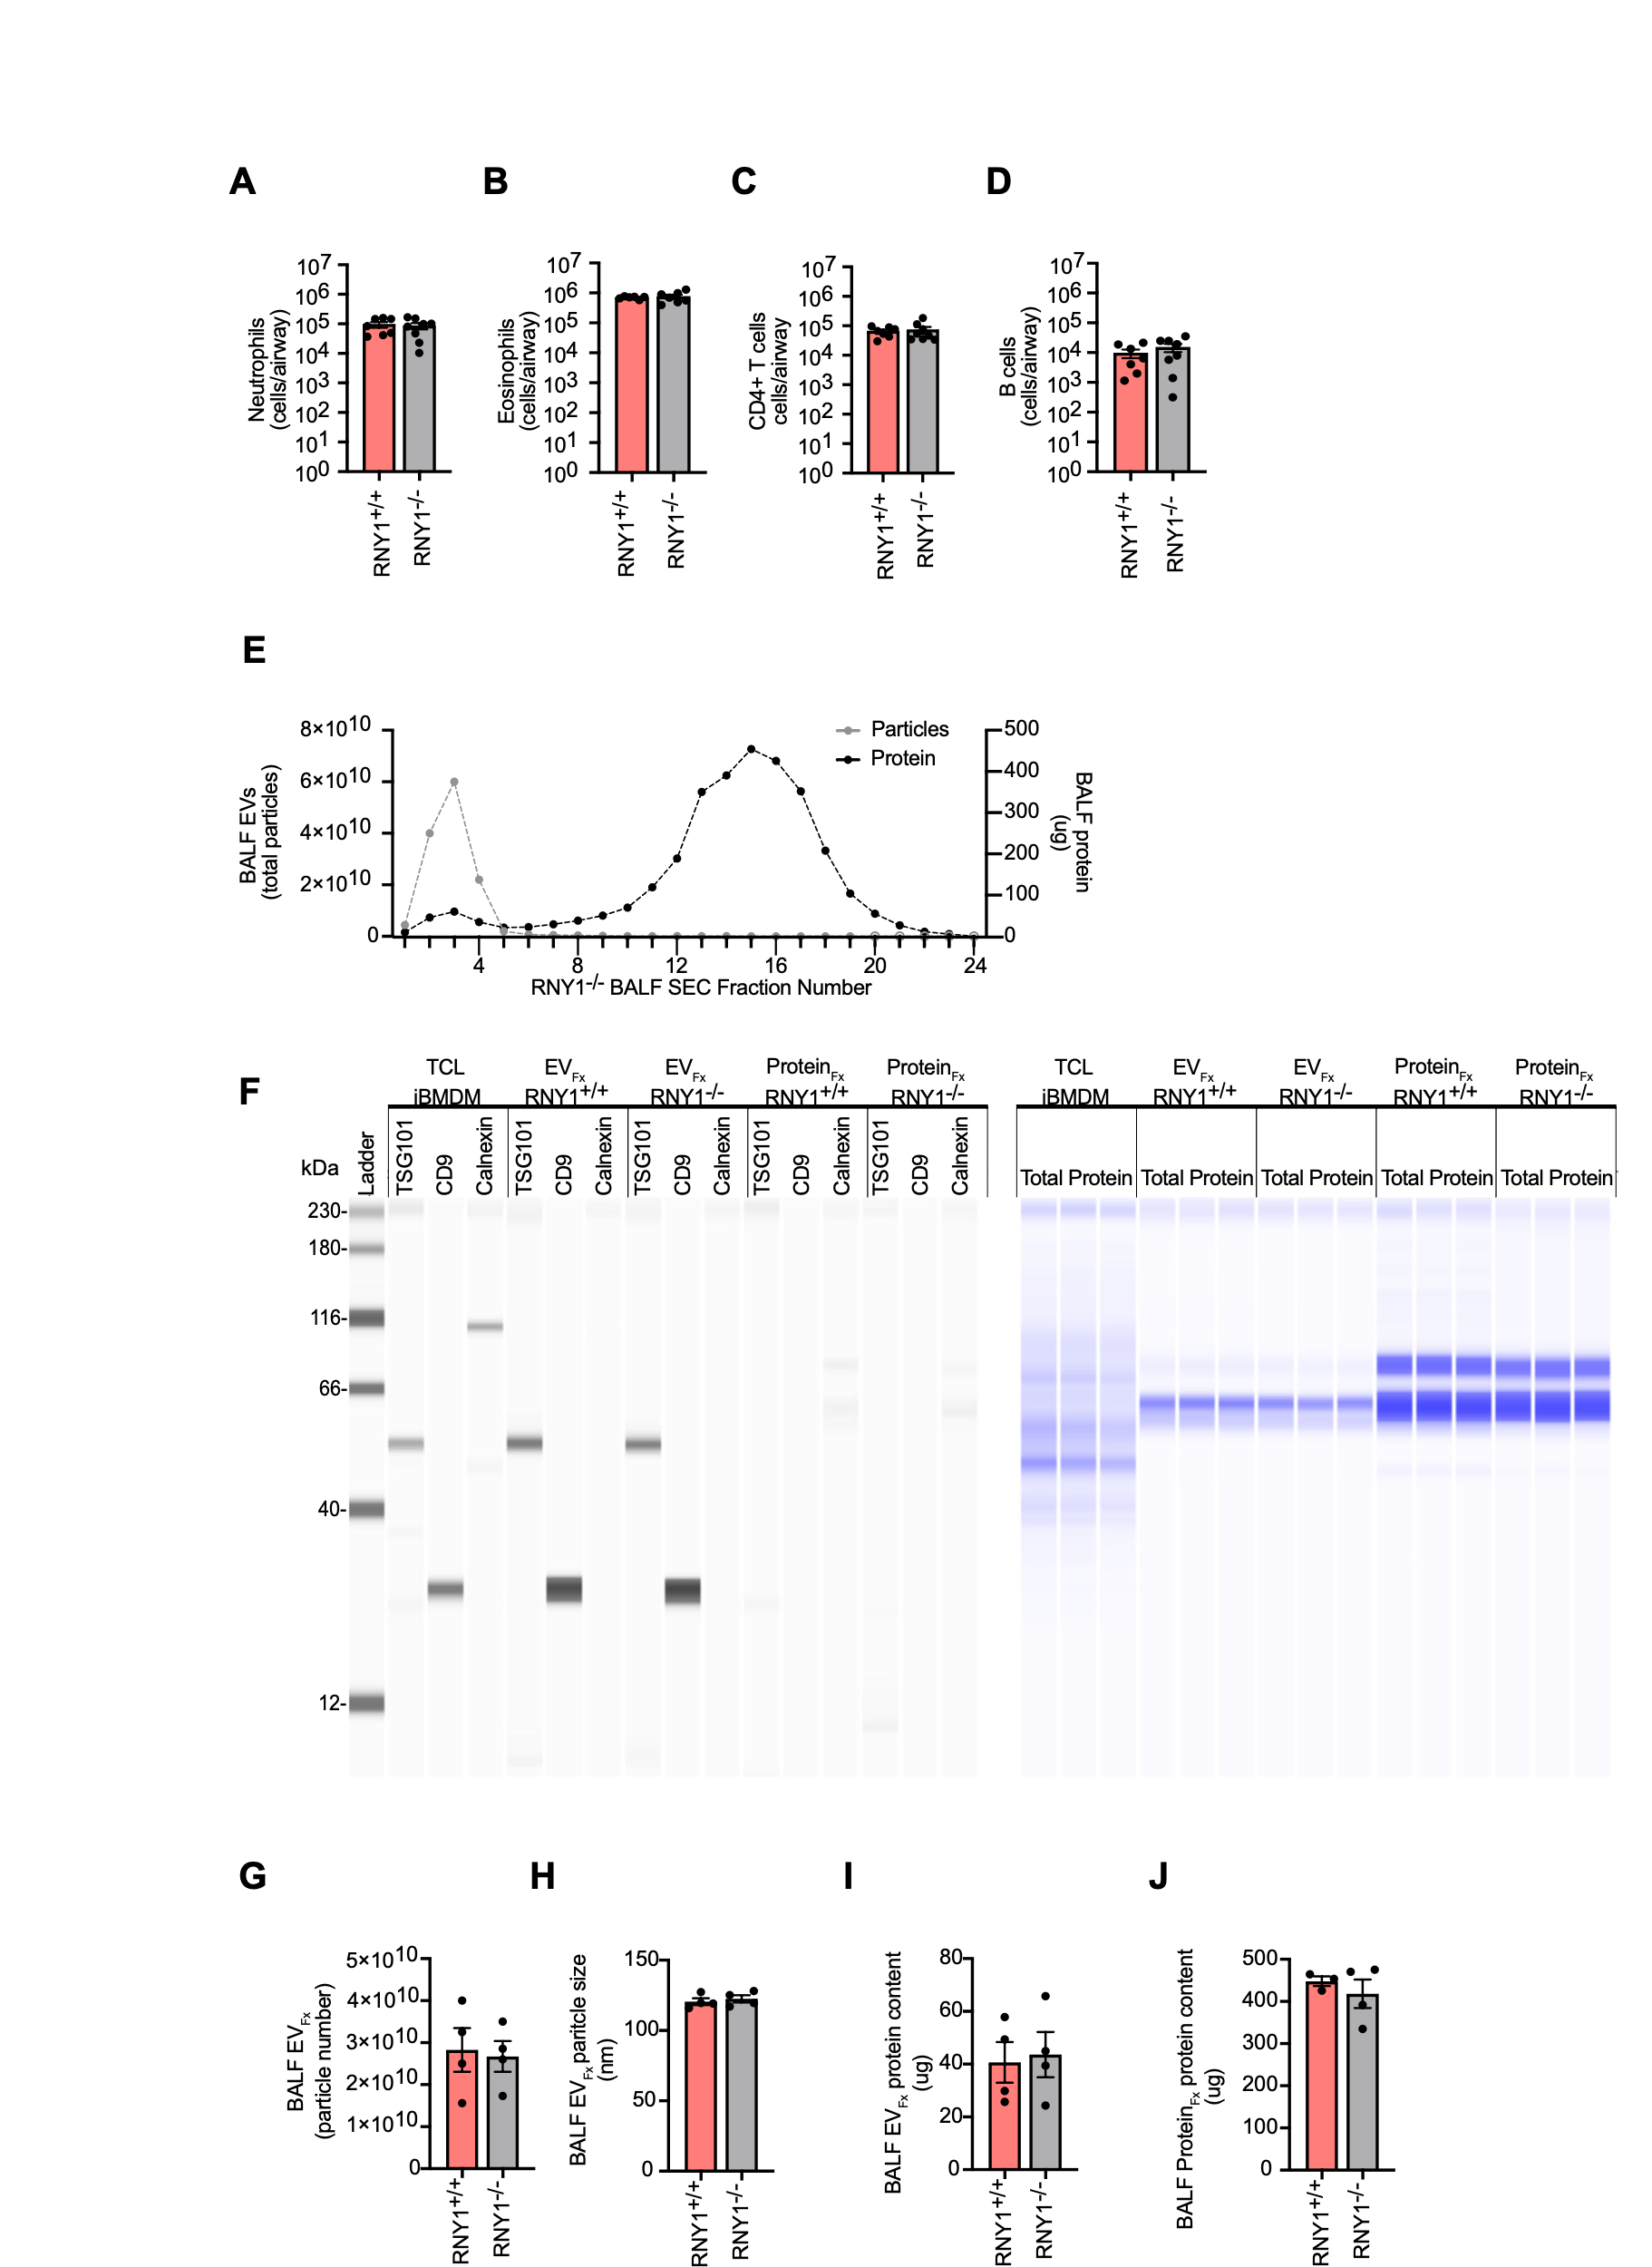
**

**Supplemental Figure 5:** **A-D)** BALF neutrophil **(A)**, eosinophil **(B)**, CD4^+^ T cell **(C)**, and B cell **(D)** counts from OVA-challenged RNY1^+/+^ and RNY1^-/-^ mice determined via flow cytometry. Cell counts and flow cytometry data were obtained 1 day after the last OVA challenge. Welch's t-test. N = 6-8 from 2 independent experiments. **E)** Particle and protein quantification in RNY1^-/-^ BALF SEC fractions. **F)** Immortalized BMDMs were used as a technical control for calnexin detection **G-I)** BALF particle counts **(G)**, size **(H)**, and protein content **(I)** in RNY1^+/+^ and RNY1^-/-^ EV_Fx_. **J)** Protein quantification of RNY1^+/+^ and RNY1^-/-^  Protein_Fx_. For all panels: *= P ≤ 0.05, **= P ≤ 0.01, ***= P ≤ 0.001, ****= P ≤ 0.0001. Bars represent the mean +/- standard error of the mean. Open circles indicate no detection. BALF = bronchoalveolar lavage fluid, EV_Fx_ = EV-enriched fraction, Protein_Fx_ = protein-enriched fraction, BMDM = bone marrow-derived macrophage.

**
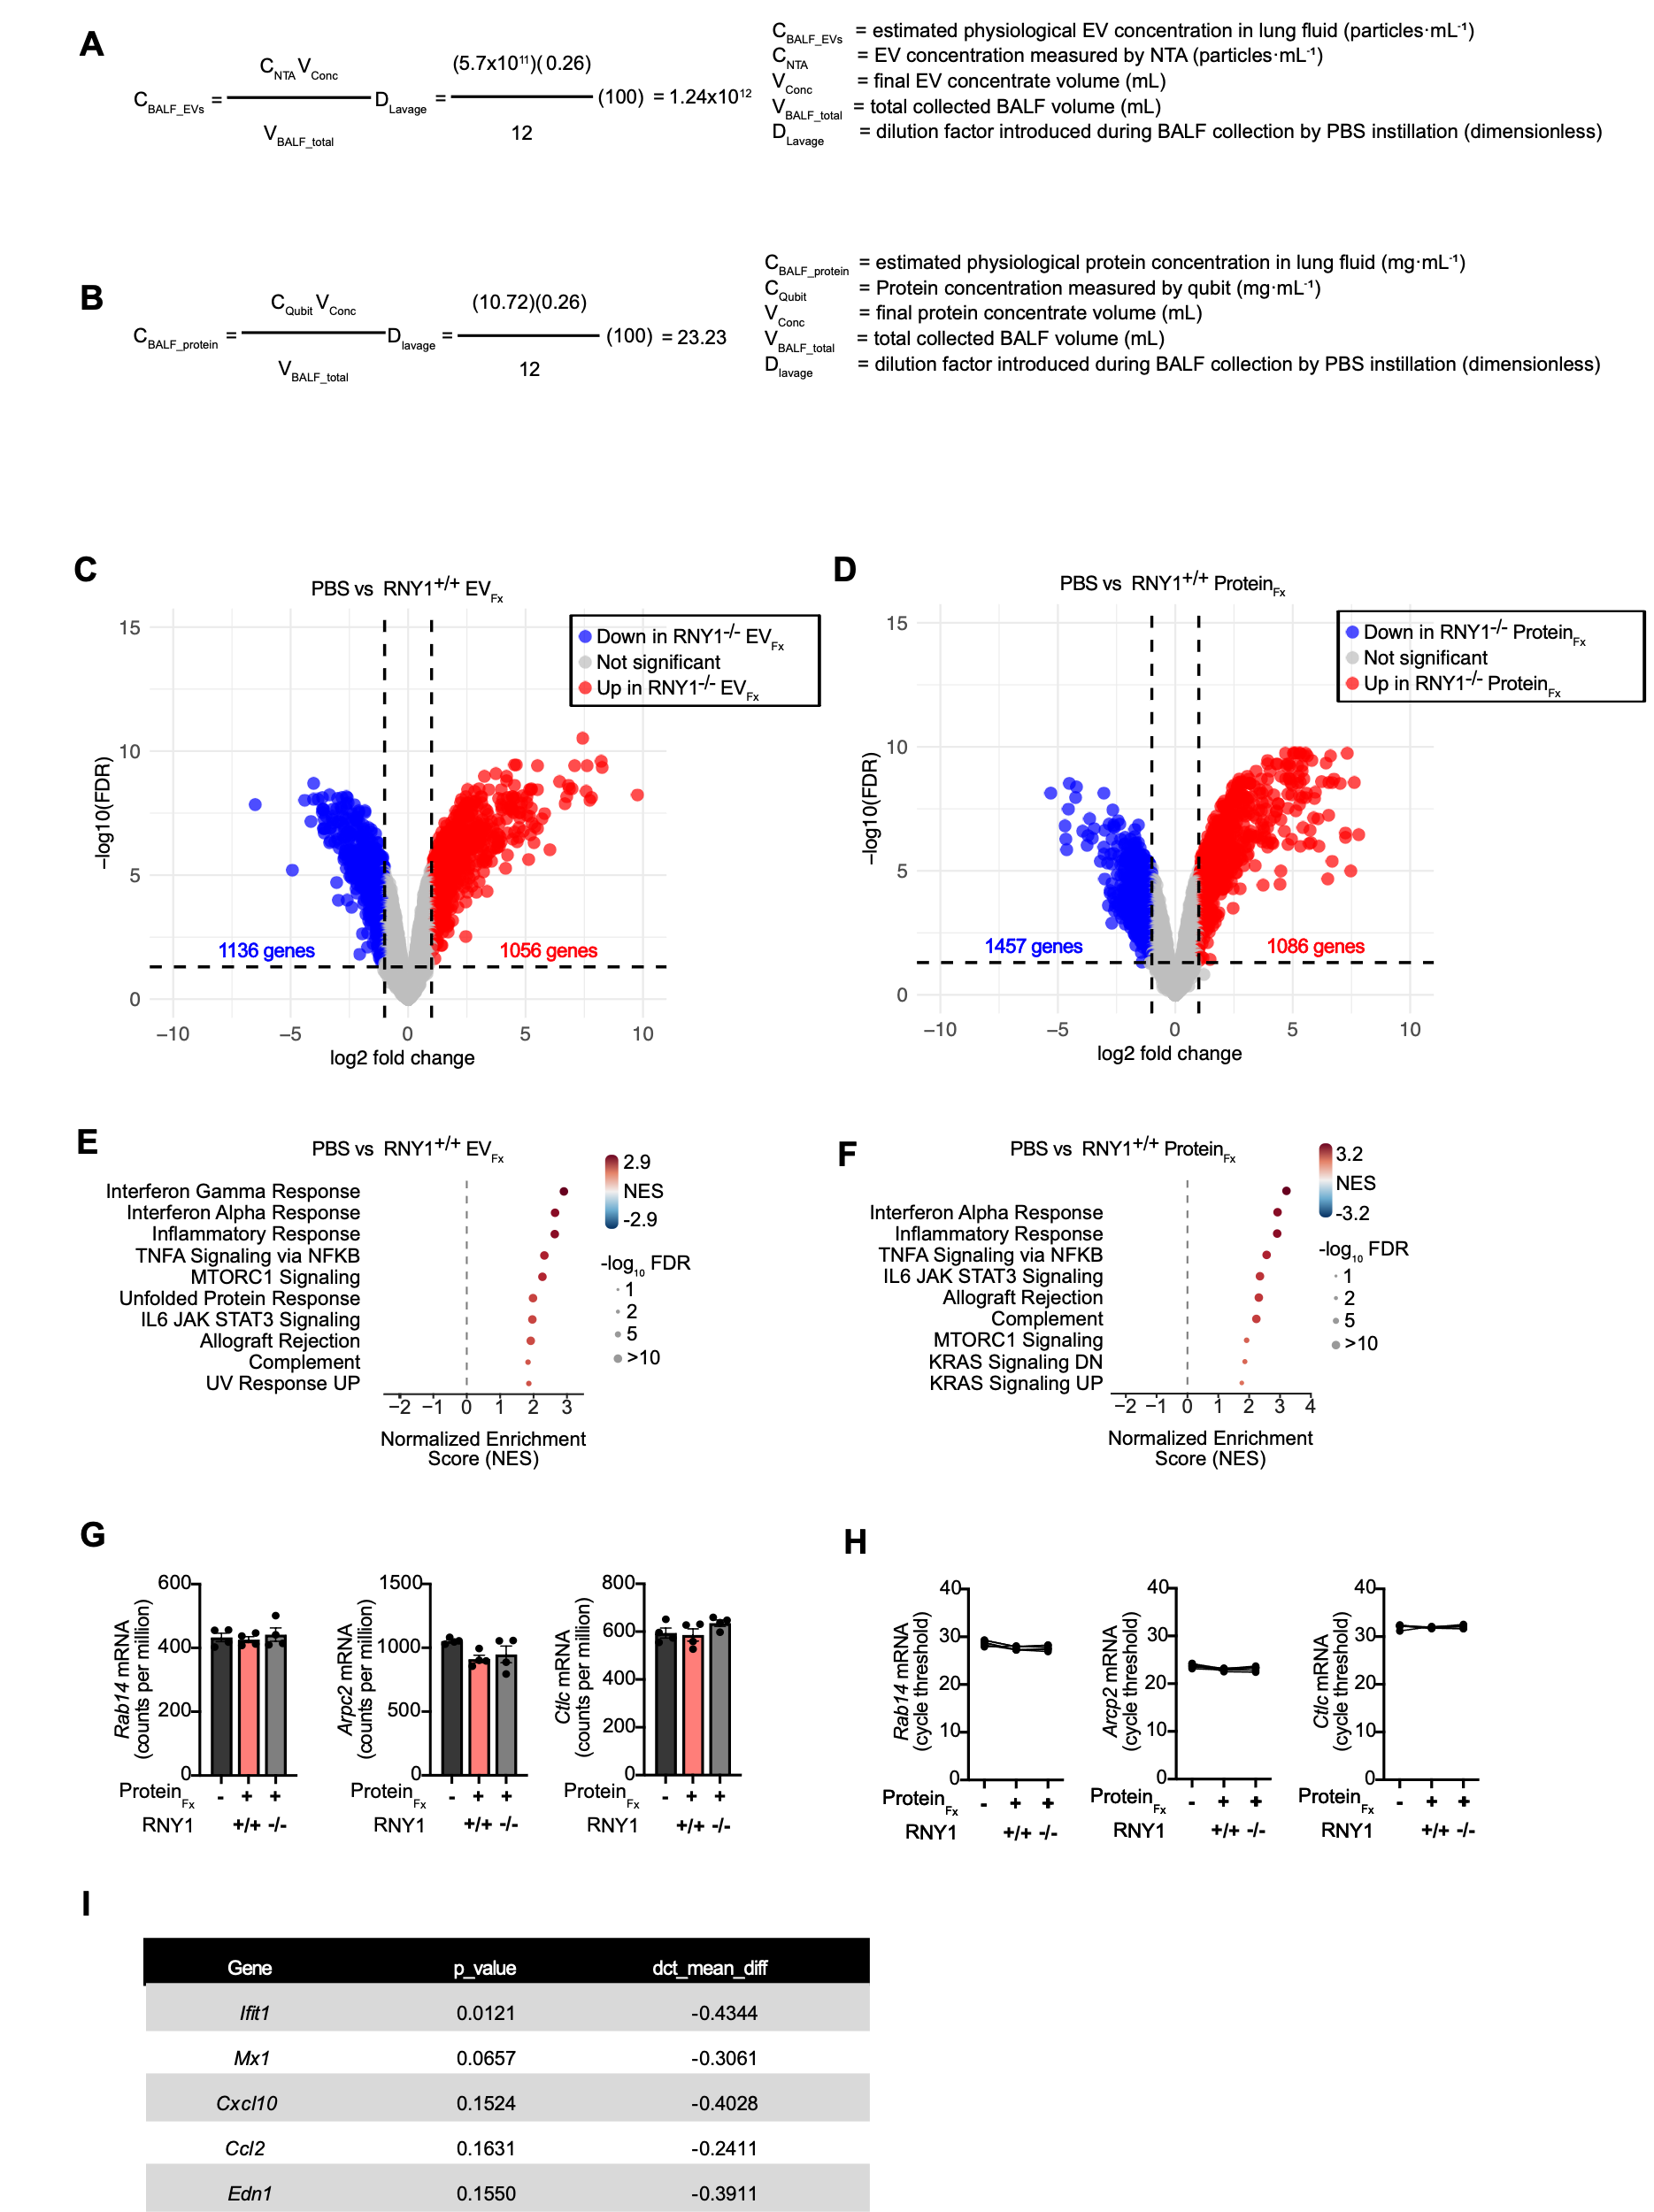
**

**Supplemental Figure 6:** **A and B)** Equations used to approximate physiological concentrations of BALF EV **(A)** and protein **(B). C and D)** Volcano plots of DEGs in BMDMs treated with EV_Fx_ **(C)** and Protein_Fx_ **(D)** compared to the untreated control. Genes with CPM <3 were removed from analysis. Significance cutoffs are FDR > 0.05 and log2 Fold Change > 1. **E and F)** Top 10 pathways identified in gene set enrichment analysis using the Hallmark gene set. Dots represent the -log_10_ FDR and NES of pathways in EV_Fx_ **(E)** or Protein_Fx_ **(F)** treated BMDMs compared to the PBS-treated control. **G)** Candidate housekeeping gene read counts per million. **H)** Candidate housekeeping gene cycle threshold values. The average cycle threshold value for all three genes was used to calculate ΔCt values for genes analyzed in Fig. 5J. **Q)** P-values and mean differences between RNY1^+/+^ Protein_Fx_-, and RNY1^-/-^ Protein_Fx_-treated BMDM candidate gene −ΔCt values. For all panels: *= P ≤ 0.05, **= P ≤ 0.01, ***= P ≤ 0.001, ****= P ≤ 0.0001. Bars represent the mean +/- standard error of the mean. Open circles indicate no detection. EV_Fx_ = EV-enriched fraction, Protein_Fx_ = protein-enriched fraction, BMDM = bone marrow-derived macrophage.

How the deposited data were processed for this re-analysis (not part of the article)

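The deposited data are gene-level values for 20 libraries of bone marrow-derived macrophages, 4 for each of 5 treatments: PBS, RNY1+/+ EV_Fx_, RNY1-/- EV_Fx_, RNY1+/+ Protein_Fx_ and RNY1-/- Protein_Fx_. All columns were matched to a treatment and replicate by the library name in their labels. The authors' service provider filtered reads with fastp v0.24.0, aligned them with STAR v2.7.11, removed duplicates by unique molecular identifier with UMIcollapse v1.1.0 and counted them on exons and 3′ UTRs with featureCounts v2.1.1, with reads that map to several places shared out as fractions. The authors deposited the resulting expected counts without normalization, and CPM, which the authors computed as count over the library's total. The sums of the CPM columns and the ratio of CPM to count were checked on the values. The paper's text names neither the genome build nor the annotation release used for the alignment.

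Total counts per library ranged from 2510005 to 8277366. Since molecular identifiers were used, counts stand for molecules, and a gene was taken as not measurable in a library at or under 3 counts. Folds against a group in which every library was at or under this floor are given as lower bounds, computed against the floor. Reads that map to several places leave fractional counts for 23.6% to 26.3% of the genes detected, and these were rounded to whole numbers before testing.

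Each comparison used the 8 libraries of 2 groups: RNY1+/+ EV_Fx_ against PBS, RNY1+/+ Protein_Fx_ against PBS, and RNY1-/- against RNY1+/+ within each fraction. Genes were kept by edgeR's filterByExpr at its defaults and a mean of at least 3 CPM over the 8 libraries. The paper gives both a filterByExpr step and a limit of 3 CPM but not the libraries over which CPM was taken, nor the libraries in each fit. Counts were scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the genes tested. Differentially expressed genes (DEGs) have an adjusted p under 0.05 and an absolute log2 fold change above 1, the limits in the paper's legends. Standard errors of log2 fold changes are the fold change over the square root of F. The difference in the genotype effect between fractions was tested as an interaction over 16 libraries. The rule for naming genes, set before the data were examined, took Rny1, Rny3 and Rpl31-ps7, the candidate and housekeeping genes of the paper, members of the gene lists, and in each comparison the 3 DEGs with the largest rise and the 3 with the largest fall among those with a mean of at least 10 CPM and no overlap between groups.

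Gene lists were tested with gseapy 1.3.1 (prerank, 10000 gene permutations) over 7 lists written before the data were examined, and with limma 3.58.1 (camera). The paper used gseapy v0.12 with the Hallmark sets, which were not used here, and its text does not name the ranking statistic. Mouse Reactome sets of 15 to 500 genes were tested the same way with 1000 permutations, through Entrez identifiers found for 86.5% to 87.3% of the genes tested. Principal components were taken from log2 CPM scaled by TMM with a prior count of 2, with genes centred. Single values were compared between groups with exact two-sided permutation tests, for which the smallest p is 0.0286 at 4 against 4. Gene positions, transcript lengths and GC contents came from a GENCODE annotation of GRCm38 and were found for 96.7% to 97.1% of the genes tested. R 4.3.3, DESeq2 1.42.0, python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were also used.

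The tests were tried on simulated data, in which 200 genes were changed in libraries modelled on the real EV_Fx_ and Protein_Fx_ counts. edgeR and DESeq2 recovered 200 of 200 in both, with 6 to 14 false calls by adjusted p and no false DEG. Gene means and library sizes were real, but all genes shared the same dispersion and the changes set were above the DEG threshold. Full recovery therefore does not measure sensitivity near that threshold or under the spread of the RNY1-/- Protein_Fx_ libraries. When a GC trend that differed between groups was added, edgeR made 3147 false calls by adjusted p and 80 false DEGs in the EV_Fx_ simulation, and 2784 and 96 in the Protein_Fx_ simulation. After removal of the trends, these fell to 15 and 1 in EV_Fx_ and to 8 and 1 in Protein_Fx_, with 198 of 198 and 195 of 195 changed genes recovered among those with a known length. The simulated GC trend was added after the data were seen.

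Alternatives set before the data were examined covered the normalization and test (DESeq2, total counts, scaling to Rab14, Arpc2 and Cltc), the filter on low counts, the fold change threshold, the libraries in the fit, counts thinned to the smallest library, a replicate block, the ranking and test of gene lists, and leaving out each library in turn. The removal of length and GC trends was added after the data were seen, with natural splines of 4 degrees of freedom per library as offsets. Experiments of the paper other than this RNA sequencing were not analysed here, and neither were its qPCR values.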

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

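The tests of read depth and shared entries for Rny1, of length and GC content for the interaction, the division of its splits by the EV_Fx_ grouping, and the removal of length and GC trends were chosen only after the results were seen, and the other tests were set before the data were examined.

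A library stood far from the other 3 of its group in 9 of the 116 groups of 4 tested, where 5.80 are given by chance. Of these, 3 were in RNY1+/+ EV_Fx_ replicate 4: Ftl1 was at 2803 CPM against at most 1878 in the others, Ftl1-ps1 at 54.9 CPM against at most 29.4, and the summed lymphocyte markers at 6.28 CPM against at least 8.79. The remaining ones were spread over other libraries. Summed eosinophil markers were at 15.3 CPM in PBS replicate 3 against at most 9.78. The total of RNY1+/+ EV_Fx_ replicate 3 was 4994483 counts against at least 7736220. Cxcl10 was at 2.66 CPM in PBS replicate 1 against at least 5.52. Acod1 was at 867 CPM in RNY1+/+ Protein_Fx_ replicate 4 against at most 556. Gpr34 was at 1.01 CPM in RNY1+/+ Protein_Fx_ replicate 2 against at most 0.574, a difference of a few counts. Gm37376 was at 39.2 CPM in RNY1-/- EV_Fx_ replicate 3 against at most 30.3. The low total of 1 library was tested through depth: with counts thinned to the smallest library, 276 DEGs were found between genotypes in EV_Fx_ and 161 in Protein_Fx_, within 1.5 times the 243 and 191 at full depth. Without RNY1+/+ EV_Fx_ replicate 4, the log2 fold change of Ftl1 was -1.23, and the genotype comparison in EV_Fx_ had 99 DEGs, the lowest of the 8 fits that each left out 1 library. This library also had the highest log2 ratio of GC-rich to GC-poor transcripts in its group, at 0.75 against 0.25 to 0.41, so a technical difference is not excluded for it. PBS replicate 3, flagged above for eosinophil markers, departed further in this ratio, at -0.21 against 0.48 to 0.98 in the other PBS libraries. The design gives no condition that parts these libraries from the others of their group, so no biological explanation was tested.

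The genotype effect differed between the fractions by a test of the difference itself. In edgeR's interaction test over 16 libraries, 3449 of 10445 genes had an adjusted p under 0.05. The effect in Protein_Fx_ minus that in EV_Fx_ gave an NES of -2.53 for the interferon list, -2.61 for the NF-κB list, 2.26 for glycolysis and 2.84 for oxidative phosphorylation, each with an FDR of 0.0001, the smallest value. For the candidate genes, the difference in log2 fold change was -1.15 for Mx1 (adjusted p = 0.0097), -1.71 for Ifit1 (0.0038), -2.85 for Cxcl10 (0.0017), -1.33 for Ccl2 (0.0380) and -2.50 for Edn1 (0.0037), all from edgeR with Benjamini-Hochberg adjustment. Of 100 splits that swapped genotypes within same-numbered pairs of each fraction, the real one included, 3 gave as many genes. The other two gave more (4910 and 4789), and both kept the real grouping in EV_Fx_ and swapped replicate 3, or replicates 3 and 4, in Protein_Fx_. Of the 13 other splits that kept the real grouping in EV_Fx_, 6 gave no gene, and the median was 4 genes. Besides those with more genes than the real one, others of the 13 gave 1879, 2191, 2430 and 3318 genes. The 2191 came with all Protein_Fx_ pairs swapped. The 86 that changed the grouping in EV_Fx_ gave at most 239. The number of genes thus depends on the grouping in EV_Fx_. In Protein_Fx_ other groupings gave from no gene to more than the real one, so the number does not single out the real grouping there. GC content was tested as a technical explanation, since the interaction followed it across genes (Spearman's rho 0.585). With length and GC trends removed from each library, 2137 genes passed, against 3360 without the correction among genes with a known length (63.6%), and 1569 genes passed both ways. The NES after correction were -2.67 for interferon, -3.06 for NF-κB, 2.01 for glycolysis and 2.26 for oxidative phosphorylation, and the adjusted p of Ccl2 rose to 0.0615. Removing the trends thus lowered the number of genes and kept the direction of the lists. Whether the genes lost reflect a technical bias cannot be told, because the trend follows the genotype groups in EV_Fx_. The data are in line with a genotype effect on these lists that differs between fractions, as a hypothesis found and tested on the same libraries. The dose was set by particle number for EV_Fx_ and by protein for Protein_Fx_, so the fractions may also differ in the amount of RNY1 given, which these data do not measure.

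Reads assigned to Rny1, which the paper measures by qPCR and does not discuss in the sequencing, appeared in 9 reads over the 4 libraries of macrophages treated with RNY1+/+ EV_Fx_, against none in the PBS libraries. The other 16 libraries together held 3. Depth was tested first: the RNY1+/+ EV_Fx_ libraries held 25.8% of all counts and 75% of the Rny1 reads (exact one-sided binomial p = 0.000506). This group was singled out because it held most of the reads, and the chance that any of the 5 groups would hold as many by depth alone was 0.00069, so depth alone does not account for it. The difference between RNY1+/+ EV_Fx_ and PBS had an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 allow, and the same value held against RNY1-/- EV_Fx_. The second test concerned reads shared with another annotated copy: 100% of the Rny1 reads were split evenly between 2 entries with identical counts, so their origin within these entries cannot be told. Rny3, which the paper finds in EV_Fx_ as well, showed no such excess, with 3 reads in the RNY1+/+ EV_Fx_ libraries against 3.62 in the PBS libraries. With at most 3 Rny1 reads in any library, carried-over RNA cannot be told apart from reads of the other entry. Nor can it be told apart from a change in the macrophages' own Rny1. It is also doubtful that libraries made from polyadenylated RNA capture Rny1, since the paper added a poly(A) tail for its qPCR.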

How the results depend on the processing

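Leaving out the fold change threshold gave 4807 DEGs for RNY1+/+ EV_Fx_ against PBS, 5981 for RNY1+/+ Protein_Fx_ against PBS, 5379 between genotypes in EV_Fx_ and 583 in Protein_Fx_. Without a filter on low counts, the numbers were 3009, 3498, 631 and 324. A test against a log2 fold change of 1 (glmTreat) gave 999, 1007, 0 and 9, where 53 genes had an unadjusted p under 0.05 in the EV_Fx_ genotype comparison. That comparison was the one most dependent on the filter, with 367 DEGs under filterByExpr only and 129 with at least 3 CPM in every library. With length and GC trends removed, a setting chosen after seeing the data, it had 93 DEGs, 59 higher and 34 lower, and the interaction had 2137 genes. Only 42 of these 93 were DEGs without the correction, and the genotype log2 fold changes correlated with GC content (rho -0.65). The trend was not confined to this comparison: for RNY1+/+ Protein_Fx_ against PBS (rho -0.46), the DEGs with a known length went from 2214 to 1731, with 1422 in both, and between genotypes in Protein_Fx_ (rho 0.16) the genes past an adjusted p of 0.05 went from 580 to 895. The interaction fitted with all 20 libraries gave 2036 genes. For the others, the cause was not tested.

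Scaling by total counts moved the median log2 fold change of all genes to -0.21 for RNY1+/+ EV_Fx_ and to -0.20 for RNY1+/+ Protein_Fx_ against PBS, where it was -0.03 in both with TMM, and from 0.02 to 0.11 between genotypes in Protein_Fx_. The DEGs then split into 735 higher and 1235 lower, 773 higher and 1853 lower, and 101 higher and 99 lower, and the interaction into 2580 and 923. Relative to this shift the directions given elsewhere are those under TMM.

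With single libraries left out in turn, the DEGs ranged from 1744 to 1906 for RNY1+/+ EV_Fx_ and from 2038 to 2854 for RNY1+/+ Protein_Fx_ against PBS, from 99 to 349 between genotypes in EV_Fx_ and from 116 to 249 in Protein_Fx_. The interaction ranged from 1916 to 4629 genes. Lists past an FDR of 0.05 ranged from 4 to 6, 4 to 4, 4 to 4 and 4 to 6 in the same order, candidates past the threshold from 4 to 5 and housekeeping genes within limits from 2 to 3. The ratio of median effect sizes ranged from 1.15 to 1.24. The NES changed sign for p53 in RNY1+/+ EV_Fx_ against PBS (-0.95 to 1.06), for glycolysis in RNY1+/+ Protein_Fx_ against PBS (-1.19 to 1.33), and in the EV_Fx_ genotype comparison for interferon (-1.10 to 1.33) and p53 (-0.87 to 1.18). None of these 4 passed an FDR of 0.05 with all libraries.

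The effect size ratio between Protein_Fx_ and EV_Fx_ was 1.59 for genes past the adjusted p only and reversed over all tested genes, to 0.529 at the median and 0.726 at the 90th percentile. Camera passed 3 lists for RNY1+/+ EV_Fx_ against PBS. In the EV_Fx_ genotype comparison the interferon list was lower with the trends removed (NES -0.56), in camera (FDR 0.947) and as the Reactome set (NES -1.09), and p53 was lower with genes ranked by fold change (NES -1.01) and as the Reactome set (-1.38). In the Protein_Fx_ genotype comparison p53 was lower as the Reactome set (-0.85), and glycolysis in RNY1+/+ Protein_Fx_ against PBS was lower with ranking by fold change (-0.84). Only 4 Reactome sets have a counterpart among the lists, so no count of Reactome sets stands beside the 7 lists. The first component held 57.5% of the variance with the 500 genes of highest variance. Without the highest marker of each list, 3 of 20 marker comparisons had an exact p under 0.05. With all markers they were 10 of 24, of which 3 concern Xist, a list of 1 gene that drops out. The median genotype difference of induced genes was -0.56 for genes induced above a log2 fold change of 2, -0.35 with DESeq2 and -0.33 with total counts. The cause was not tested.

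Replicates share numbers between groups, so a replicate block was tried. It gave 1772, 2274, 225 and 173 DEGs in the 4 comparisons, where the unpaired fits gave 1775, 2311, 243 and 191, and 2856 interaction genes against 3449. Residuals of same-numbered libraries correlated at 0.106 on average and of other libraries at -0.034, with single same-numbered pairs from -0.39 to 0.64, so some pairing cannot be excluded. With the block, the genes past an adjusted p of 0.05 between genotypes in Protein_Fx_ fell from 583 to 367. DESeq2 (1782, 2303, 238 and 199), housekeeping scaling (1768, 2414, 219 and 181), all 20 libraries (1780, 2346 and 219 in the first 3) and thinned counts (1814, 2289, 276 and 161) kept each count within 1.5 times the main value. Of 366 list results, 336 kept their direction and side of the threshold, 7 became weaker, 8 stronger and 15 reversed. Of 70 candidate results, 63 were kept and 7 became weaker, all for Ifit1, and of 423 results for other named genes, 13 became weaker. Depth limits Edn1, Cxcl3 and Tarm1 in PBS and Rny1 in every library, where counts are at or under 3.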

Differences from the paper's values

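The number of higher DEGs between RNY1-/- and RNY1+/+ EV_Fx_ was 39, against about 72 in the paper's Fig. 5E, read by eye. Of the alternatives set before the data were examined, filterByExpr only (79), scaling to the housekeeping genes (50) and counts thinned to the smallest library (55) fell within 1.5 times the paper's value. DESeq2 (44), total counts (22), no filter (228), at least 3 CPM in every library (10), all 20 libraries (33), the replicate block (39), glmTreat (0, with 53 genes of either direction at an unadjusted p under 0.05) and no fold change threshold (2634) did not. Of the 8 fits that each left out 1 library, those without RNY1-/- EV_Fx_ replicate 1 (83), RNY1-/- EV_Fx_ replicate 2 (61) and RNY1+/+ EV_Fx_ replicate 1 (50) were within 1.5 times, and the others, from 12 to 44, were not.

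The paper states more than 2000 DEGs for each treatment against PBS. RNY1+/+ Protein_Fx_ gave 2311, and RNY1+/+ EV_Fx_ gave 1775, below that number by less than a factor of 1.5. Of the alternatives, filterByExpr only (2124), no filter (3009) and no fold change threshold (4807) gave more than 2000 for EV_Fx_. For Protein_Fx_, at least 3 CPM in every library (1652), glmTreat (1007) and the removal of length and GC trends, chosen after the data were seen (1731), gave fewer than 2000.

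The paper states that the top pathways between EV_Fx_ groups were not inflammatory, whereas the NF-κB list had an NES of -2.35 here, beside -2.35 for glycolysis. The Hallmark sets were not used here, so the cause of this difference was not tested. Among 563 Reactome sets the 10 lowest concerned translation and its control (NES -2.93 to -2.74), so that none of these 10 was inflammatory, as in the paper. These sets were not tested with length and GC trends removed. Interferon Signaling had rank 254 (-1.09). With the panels of Fig. 5 taken as the text cites them, the p53 pathway is lower in the EV_Fx_ comparison, where the list used here had an NES of 1.1 that did not pass; ranked by fold change it was at -1.01 and as the Reactome set at -1.38. For Protein_Fx_, the paper places 2 interferon pathways among the 3 highest ranked ones, where the NF-κB list had the lower NES here (-3.18, against -3.02 for interferon) and Interferon Signaling had rank 4 from the lowest among 566 Reactome sets. The paper states larger effect sizes of DEGs in Protein_Fx_, which was also the order here for DEGs, at a ratio of 1.19 between medians and 1.52 between 90th percentiles. Only over all tested genes, which the paper does not compare, was it reversed, at 0.529. Part of the order among DEGs can come from the larger spread of the RNY1-/- Protein_Fx_ libraries, which lets only larger changes pass.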

Other observations

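The tests of length and GC content and of depth for the small differences in EV_Fx_ were chosen only after the results were seen, and the others were set before the data were examined.

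Other splits of the 8 libraries of each comparison were counted. Among the 8 splits that part every same-numbered pair, the real one was the 1 with as many DEGs in each of the 4 comparisons. With 8 splits the share cannot fall under 0.05, so this cannot rule out a chance split. Over all 35 splits, which part fewer pairs, the real one was also the only one as large, and the others gave at most 0, 0, 0 and 1 DEGs.

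Of the DEGs between genotypes in EV_Fx_, 84.0% were lower with RNY1-/-. Library scaling was tested as an explanation, and the share moved by at most 9.17 percentage points under total-count or housekeeping scaling. GC content was tested next. Expression of transcripts with the highest GC content (at least 53.4%) over those with the lowest (at most 44.1%) differed between libraries: the log2 ratio, centred over libraries, was 0.55 ± 0.55 (SD, n = 4) for PBS, 0.44 ± 0.22 for RNY1+/+ EV_Fx_, -0.33 ± 0.13 for RNY1-/- EV_Fx_, -0.35 ± 0.13 for RNY1+/+ Protein_Fx_ and -0.30 ± 0.41 for RNY1-/- Protein_Fx_. In EV_Fx_, all 4 RNY1+/+ libraries were above all 4 RNY1-/- libraries (exact permutation p = 0.0286, 0.114 after Benjamini-Hochberg adjustment over 4 comparisons, so that it fails the correction). With length and GC trends removed, 36.6% of the DEGs were lower. A GC bias that differs between the RNY1+/+ and RNY1-/- EV_Fx_ libraries may therefore account for the excess of lower DEGs. It cannot be told apart from a change of GC-rich transcripts by genotype, because the trend follows the genotype groups. The ratio also varied between libraries of the same treatment. PBS replicate 3 was at -0.21 against 0.48 to 0.98 in the other PBS libraries. RNY1-/- Protein_Fx_ replicates 1 and 2 were at 0.04 and 0.07, against -0.71 and -0.59 for replicates 3 and 4, the same pairs as in the distances between libraries.

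In the same comparison, 5379 of 10321 genes had an adjusted p under 0.05, with a median absolute log2 fold change of 0.507. With the trends removed, 3319 passed, 63.0% of the 5266 among genes with a known length, and with counts thinned to the smallest library 4643 passed. Depth and the GC trends as modelled did not account for all of these small differences. GC content was that of each gene's longest transcript, while reads were primed with oligo(dT). A remaining GC bias is therefore not excluded as a source of these differences. A genotype effect that is small in most genes could give them, as could a difference between the preparations of airway fluid, since the paper's text does not say how many pools each genotype represents. The data offer no test between these.

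A weaker response of all induced genes was tested as an explanation of the lower interferon list in RNY1-/- Protein_Fx_. The median genotype difference of the interferon genes was higher than that of 99.09% of random induced lists matched on induction when genes were chosen with RNY1+/+ replicates 1 and 2, and of 98.95% with replicates 3 and 4. The interferon list thus fell less than other genes induced as strongly. Among genes induced above a log2 fold change of 2, the percentiles were 85.7% and 93.2%. The NF-κB list fell further than its matched lists in both choices of replicates, with medians of -1.42 and -1.05 against -0.55 and -0.60. A weaker response of all induced genes can therefore account for the lower interferon list, which fell no further than its matched lists. It cannot alone account for the NF-κB list, so the change was not an even weakening of the whole response.

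RNA carried over from the airway fluid was tested with marker genes of airway epithelium, neutrophils and eosinophils. In 1 of 6 comparisons with PBS the summed markers were higher: eosinophil markers with RNY1+/+ Protein_Fx_, at 17.1 ± 3.00 against 11.0 ± 2.86 CPM (exact permutation p = 0.0857). With TMM scaling this difference had an exact p of 0.0286 (0.0623 adjusted over 24 tests), and neutrophil markers were also above PBS with Protein_Fx_ (365 against 355 CPM, with overlapping libraries). The excess was in Ccr3, at 15.9 against 8.47 CPM, and without it the eosinophil markers were lower with Protein_Fx_, at 1.19 against 2.54 CPM. Epithelial markers fell from 35.9 ± 3.27 with PBS to 16.6 ± 1.70 with EV_Fx_ and 19.1 ± 5.07 with Protein_Fx_, but most of this was Napsa, at 24.2 CPM with PBS. Without Napsa they were at 11.7 CPM with PBS, 6.21 with EV_Fx_ (exact permutation p = 0.143) and 12.8 with Protein_Fx_ (exact permutation p = 0.743). Y-linked genes were at most at 1.72 CPM in any library, and Xist averaged from 452 to 898 CPM by group, as in cells from female mice.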
